# A Systems Biology Approach to Identifying a Master Regulator That Can Transform the Fast Growing Cellular State to a Slowly Growing One in Early Colorectal Cancer Development Model

**DOI:** 10.3389/fgene.2020.570546

**Published:** 2020-10-08

**Authors:** Jihye Choi, Jeong-Ryeol Gong, Chae Young Hwang, Chang Young Joung, Soobeom Lee, Kwang-Hyun Cho

**Keywords:** colorectal cancer, adenomatous polyposis coli, single cell transcriptomics, gene regulatory network, CCDC85B, systems biology, master regulator analysis

## Abstract

Colorectal cancer (CRC) has been most extensively studied for characterizing genetic mutations along its development. However, we still have a poor understanding of CRC initiation due to limited measures of its observation and analysis. If we can unveil CRC initiation events, we might identify novel prognostic markers and therapeutic targets for early cancer detection and prevention. To tackle this problem, we establish the early CRC development model and perform transcriptome analysis of its single cell RNA-sequencing data. Interestingly, we find two subtypes, fast growing vs. slowly growing populations of distinct growth rate and gene signatures, and identify CCDC85B as a master regulator that can transform the cellular state of fast growing subtype cells into that of slowly growing subtype cells. We further validate this by *in vitro* experiments and suggest CCDC85B as a novel potential therapeutic target that may prevent malignant CRC development by suppressing stemness and uncontrolled cell proliferation.

## Introduction

Colorectal cancer (CRC) has been most extensively studied for characterizing genetic mutations along its development. Loss of adenomatous polyposis coli (APC) is considered as the first step of CRC development, which is followed by mutations of other driver genes such as KRAS and TP53 (Fearon and Vogelstein, 1990; Powell et al., 1992). Gene alterations of APC abrogate its binding with β-catenin and result in β-catenin release, which in turn brings about hyper-activity of the canonical Wnt signaling pathway and failure of the cell-cell adhesion regulation (Valenta et al., 2012). The disruption of APC ultimately leads to dysfunction in maintaining the homeostasis of cellular regulation and results in more chances of other genetic alterations. Our understanding of CRC progression has been advanced over last few decades, but we still do not know much about its initiation process starting from APC deficiency. This is because there are limited measures for observation and analysis of cancer initiation events. If we unveil CRC initiation events, we might be able to identify novel prognostic markers and therapeutic targets for early cancer detection and prevention (Kaufman et al., 2016).

In order to investigate the cancer initiation process, we need to utilize a tool that can monitor instantaneous and delicate changes of the transcriptomic landscape during the initiating events. Single cell RNA sequencing (scRNA-seq) can fulfill this demand by dissecting gene expressions at each individual cellular resolution. Several studies on development and oncology exemplified that we can capture heterogeneity in cell fate decision or drug response using scRNA-seq (Maamar et al., 2007; Huang, 2009; Eldar and Elowitz, 2010; Petropoulos et al., 2016).

As it is not possible to analyze or understand all uncountable miniscule changes at an mRNA level captured by scRNA-seq, it is essential to find out a few key genes that might be primarily responsible for controlling the cell phenotypes. Such genes, called “master regulators,” trigger a series of gene regulation events which ultimately lead to critical changes in gene regulatory networks (Califano and Alvarez, 2017). We note that recent progresses in systems biology show the importance of unraveling the gene regulatory network and the causal relationships among the gene regulations to properly understand the complex biological phenomena (Schmidt et al., 2005; Kim and Cho, 2006; Park et al., 2006; Kim et al., 2007, 2011; Kwon and Cho, 2007; Murray et al., 2010). Previous studies report that master regulator analysis can successfully identify crucial genes for maintaining and controlling cancer gene regulatory networks (Wang et al., 2009; Campbell et al., 2016).

In this study, to understand the earliest events in CRC initiation, we establish an early CRC development model by disrupting APC in the normal human colorectal epithelial cell with shRNA and conduct scRNA-seq. Interestingly, we find two subtypes, fast growing vs. slowly growing populations of distinct growth rate and gene signatures. We focus on how they work differently at the transcriptomic level and conduct master regulator analysis. As a result, we find CCDC85B as a master regulator that can transform the cellular state of fast growing subtype cells into that of slowly growing subtype cells. We further validate this by *in vitro* experiments and suggest a novel therapeutic strategy that may prevent malignant CRC development by suppressing stemness and uncontrolled cell proliferation.

## Materials and Methods

### Cell Culture

Immortalized human colon epithelial cells (HCEC), 1CT and its wild type APC depleted version, 1CT-A cells are generously provided by Jerry W. Shay (University of Texas, Dallas, TX, United States). 1CT and 1CT-A cells are cultured in basal X media (DMEM: M199, 4:1; WelGENE Inc., Gyeongsan, Korea), supplemented with epidermal growth factor (20 ng·ml^−1^; Thermo Fisher Scientific, Waltham, MA, United States), hydrocortisone (1 mg·ml^−1^), insulin (10 mg·ml^−1^), transferrin (2 mg·ml^−1^), sodium selenite (5 nM; all from Sigma, Deisenhofen, Germany), 2% FBS, and antibiotics (100 units·ml^−1^ of penicillin, 100 μg·ml^−1^ streptomycin, and 0.25 μg·ml^−1^ of Fungizone; Life Technologies Corp., Carlsbad, CA, United States). Cells are cultured at 37°C in a humidified atmosphere containing 5% CO_2_.

### Transfection and Transduction of shRNA

For lentivirus production, HEK 293T cells are transfected with shRNA targeting APC (shAPC; TRCN0000244294, Sigma) and packaging mix (pLP1, pLP2, and pLP/VSVG) using Lipofectamine (Invitrogen, Waltham, MA, United States), according to manufacturer’s protocols. Then viral supernatants are collected and applied to target cells with polybrene (4 μg·ml^−1^; Sigma). Infected cells are selected with puromycin (500 ng·ml^−1^; Sigma) before harvest. 1CT cells infected with scrambled shRNA (shScr) are prepared as control samples, and their culture periods are matched with the shAPC samples.

### Transfection of siRNA

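The siRNAs of Table 1 are placed on the human reference genome GRCh38 with the GENCODE release 44 annotation. In this annotation CCDC85B lies on the plus strand of chromosome 11 from 65890673 to 65891635 as 1 exon, and RefSeq gives the gene the same start and end. The sense strand of siCCDC85B-1, GAGGUUCGAAGCUCCUAGU, matches the genome exactly at 1 place, from 65890418 to 65890436 of chromosome 11. With 20 bases on each side, the reference reads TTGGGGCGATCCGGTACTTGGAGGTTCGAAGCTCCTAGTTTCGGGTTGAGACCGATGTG there. The sense strand of siCCDC85B-2, GAUUGGCUGUCCUUCCAUA, also matches exactly at 1 place, from 65890575 to 65890593, where the reference reads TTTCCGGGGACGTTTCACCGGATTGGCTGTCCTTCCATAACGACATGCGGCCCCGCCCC. Both sites lie upstream of the annotated gene, with 236 and 79 bases between the site and the gene's start, and neither sequence occurs in a transcript of the annotation. No data on transcript starts were available, so a CCDC85B transcript that begins upstream of the annotated start is not excluded. By qRT-PCR with primers that lie inside the annotated exon, the paper reports a strong decrease of CCDC85B mRNA after siCCDC85B transfection. The sites found here therefore do not show that the siRNAs miss the transcript. Within 2 mismatches, siCCDC85B-2 is found in a transcript of MPZL1, and siCCDC85B-1 is found in no annotated transcript.

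**Figure D1:**
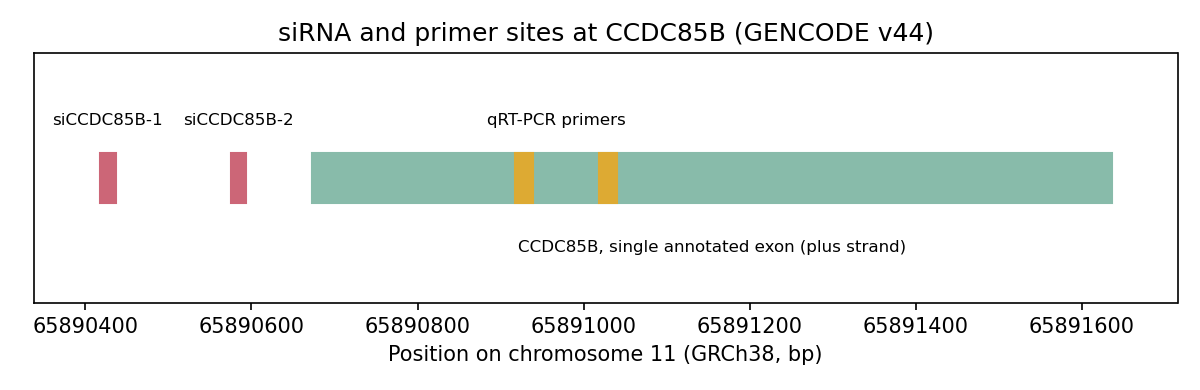
Position along chromosome 11 of GRCh38 in base pairs, with the annotated exon of CCDC85B in green, the siRNA sites in red and the qRT-PCR primer sites in yellow. The sites of siCCDC85B-1 and siCCDC85B-2 sit to the left of the exon, which starts at 65890673, and both primers sit inside it.

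PTTG1 lies on the plus strand of chromosome 5 from 160421855 to 160428739. The sense strand of siPTTG1-1, AGCACCAGAUUGCGCACCU, matches the genome exactly at 1 place, in the coding sequence of exon 5 of 6 from 160427742 to 160427760. Transcripts of PTTG2, of PTTG3P and of STKLD1 come within 2 mismatches of it. The sense strand of siPTTG1-2, GUUGAAUUGCCACCUGUUU, matches the coding sequence of exon 6 from 160428643 to 160428661. It matches exactly at 3 places in the genome, since PTTG3P on chromosome 8 and a gene without a symbol on chromosome 11 hold the same sequence, and transcripts of PTTG2, of LRPPRC and of a further gene without a symbol come within 1 mismatch, and those of another within 2 mismatches. In each of the 4 siRNAs the antisense strand of Table 1 is the reverse complement of the sense strand. In bulk RNA-seq of the APC depleted 1CT-A cells, 180, 159 and 154 reads are counted on CCDC85B in the 3 libraries, and 1411, 1397 and 1719 on PTTG1. PTTG2 has 29, 35 and 39 counts and PTTG3P has 41, 40 and 38 counts in the same libraries, and reads of these close copies could have been divided between the genes in counting.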

Control siRNA (siControl), CCDC85B siRNA (siCCDC85B-1 and siCCDC85B-2), and PTTG1 siRNA (siPTTG1-1 and siPTTG1-2) oligonucleotides (BIONEER Corporation, Daejeon, South Korea) are synthesized in a sense-antisense duplex form (Table 1). Primer sequences for ASCL2, CCDC85B, CCNE1, and CCNA2 were referred from OriGene Technologies, Inc. (Rockville, MD, United States). For siRNA transfection, mixture of siRNAs and RNAiMAX (Thermo Fisher Scientific) with final concentration of 2 μM is applied to the target cell on the 60 mm culture dish, following the manufacturer’s protocol. After 24 h, transfected cells are subcultured into 24-well plates and 60 mm culture dish for growth curve check and RNA harvest, respectively.

**Table 1:** Sequences of siRNAs.

siRNA name	Target gene	Sense siRNA sequence (5'-3')	Antisense siRNA sequence (5'-3')
siCCDC85B-1	CCDC85B	GAGGUUCGAAGCUCCUAGU	ACUAGGAGCUUCGAACCUC
siCCDC85B-2	CCDC85B	GAUUGGCUGUCCUUCCAUA	UAUGGAAGGACAGCCAAUC
siPTTG1-1	PTTG1	AGCACCAGAUUGCGCACCU	AGGUGCGCAAUCUGGUGCU
siPTTG1-2	PTTG1	GUUGAAUUGCCACCUGUUU	AAACAGGUGGCAAUUCAAC

### Total RNA Extraction and qRT-PCR

Total RNA is extracted from cells by using RNA-spin™ Total RNA Extraction Kit (iNtRON Biotechnology, Gyeonggi, South Korea), according to the manufacturer’s protocol, and treated with RNase-free DNase I (Thermo Fisher Scientific) to remove contaminating genomic DNA. cDNA is then synthesized from total RNA by reverse transcription (RT) using a DiaStar RT kit (Solgent, Daejeon, Korea) and the PCR system (Veriti 96-well Thermal Cycler; Applied Biosystems, Waltham, MA, United States). Quantitative reverse transcription PCR (qRT-PCR) analysis is performed using the QuantStudio 5 real-time PCR system (Applied Biosystems) with the corresponding primers (Table 2).

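The primers of Table 2 are matched to the transcripts and the genome used for the siRNA sites. Both primers match 1 annotated transcript exactly for 10 of the 11 pairs, with amplicons from 120 to 204 bp. The APC amplicon of 198 bp lies in the coding sequence of exon 16, from 112842085 to 112842282 of chromosome 5. The amplicons of MYC (162 bp, exon 3), CCDC85B (123 bp, exon 1), CCNB1 (158 bp, exon 6) and CCND1 (135 bp, exon 1) also lie within 1 exon each, so that these 5 products have the same length on genomic DNA. The CCDC85B amplicon runs from 65890917 to 65891039 of chromosome 11. The other 5 pairs are divided by at least 1 intron. The PTTG1 primers lie in exons 3 and 5 (204 bp) and the CCNA2 primers in exons 6 and 7 (120 bp). The CCNE1 primers lie in exons 10 and 11 (123 bp), and those of LGR5 (149 bp) and ASCL2 (140 bp) in exons 1 and 2. The forward primer of PTTG1 also matches PTTG3P exactly, and its reverse primer also matches PTTG2. The β actin forward primer has no exact match in the genome. Its closest site in ACTB, from 5528351 to 5528370 of chromosome 7 in exon 4, differs by G20C, with positions counted from 1 at the 5′ end of the primer. The β actin reverse primer matches 6 places in the genome exactly, which are ACTB and 5 actin pseudogenes. In the bulk RNA-seq libraries, LGR5 has at most 1 count and ASCL2 at most 2 counts per library in 1CT and 1CT-A alike. A count of 3 is taken as the smallest that the depth can show, so no relative level is given for either gene.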

**Table 2:** Sequences of qRT-PCR primers.

Target gene	Forward primer sequence (5'-3')	Reverse primer sequence (5'-3')
β actin	AGAGCTACGAGCTGCCTGAG	AGCACTGTGTTGGCGTACAG
APC	GCCCACGAATTCTAAAACCA	TTGTCCTGCCTCGAGAGATT
MYC	GTCAAGAGGCGAACACAC	TTGGACGGACAGGATGTA
CCDC85B	TCATGCAGGAGGTGAATCGGCA	AGTCCAGGAAGCAGCAGAGGTC
PTTG1	GGACCCCTCAAACAAAAACA	GAGAGGCACTCCACTCAAGG
CCNA2	CTCTACACAGTCACGGGACAAAG	CTGTGGTGCTTTGAGGTAGGTC
CCNB1	TTGGTGTCACTGCCATGTTT	CCGACCCAGACCAAAGTTTA
CCND1	GCTGCGAAGTGGAAACCATC	CCTCCTTCTGCACACATTTGA
CCNE1	TGTGTCCTGGATGTTGACTGCC	CTCTATGTCGCACCACTGATACC
LGR5	CTCCCAGGTCTGGTGTGT	GAGGTCTAGGTAGGAGGTGAAG
ASCL2	CGCCTACTCGTCGGACGA	GCCGCTCGCTCGGCTTCCG

### Bulk RNA Sequencing

RNA sequencing experiments are performed using tools from the commercial microarray service Ebiogen, Inc. (Seoul, Korea). Total RNA is extracted from 1CT and 1CT-A cells using RNA-spin™ (iNtRON) according to the manufacturer’s instructions. The isolated RNA is amplified and subjected to cDNA microarray (Ebiogen).

### Single Cell RNA Sequencing

HCEC-1CT cells infected with shAPC and their matched cells infected with shScr are harvested at 3- and 7-days after transduction, and stored on ice in PBS before the single cell library preparation. scRNA-seq is performed using the 10x Genomics Chromium V3 kit, following the manufacturer’s protocol (Zheng et al., 2017). We align the scRNA-seq dataset along hg38 with CellRanger 3.0.0, and process with Seurat 3.1 R toolkit (Butler et al., 2018; Stuart et al., 2019). We perform initial quality control with Seurat, following the standard preprocessing workflow for scRNA-seq data (Ilicic et al., 2016). Dying cells and multiplets are excluded under the assumption that unhealthy cells tend to have either very few genes (<200) or low unique feature counts (<500; Supplementary Figure S1 and Supplementary Table S1).

For batch correction, we use ComBat from surrogate variable analysis (sva) package (Johnson et al., 2007; Leek et al., 2012) on Trimmed Mean of M-values (TMM) normalized data. In addition, we check the consistency of the batch correction results by comparing the results of ComBat and the different method called canonical correlation analysis (CCA; Supplementary Figure S10).

Then we additionally conduct data imputation using deep count autoencoder (DCA) in order to denoise scRNA-seq datasets (Eraslan et al., 2019), and compare the scRNA-seq datasets before and after denoising process with DCA (Supplementary Figure S8). By using another data imputation tool, Adaptively-thresholded Low Rank Approximation (ALRA), we check the consistency of the imputation performance (Linderman et al., 2018; Supplementary Figure S9).

Single cell gene expression levels are scaled, so that the mean is equal to zero and the variance is equal to one, and the effects of cell cycle heterogeneity are ruled out by cell cycle score regression according to Seurat manual.

### Clustering of Fast Growth and Slow Growth Subpopulations

We perform unsupervised clustering of single cell dataset using shared nearest neighbor (SNN) modularity optimization using FindClusters function of Seurat with resolution of one. These clusters are visualized using uniform manifold approximation and projection (UMAP) dimensionality reduction (McInnes et al., 2018).

We assign cell cycle score to each cell using the CellCycleScoring function of Seurat, which quantifies G2M and S phase scores of single cells based on the scoring strategy and the cell cycle marker genes suggested from previous studies (Kowalczyk et al., 2015; Tirosh et al., 2016). Then, each cell is classified as a cell in G2M, S, or G1 phase according to its cell cycle score.

The arrest signature score of each cell is quantified with AddModuleScore of Seurat along the cell cycle arrest related gene sets extracted from MSigDB (Subramanian et al., 2005; Liberzon et al., 2011, 2015). It is the gene set from Gene Ontology (GO) term, GO_REGULATION_OF_CELL_CYCLE_ARREST, that shows the most general coverage (Ashburner et al., 2000; The Gene Ontology Consortium, 2019). This gene set comprises 107 genes related with any process that modulates the rate, frequency, or extent of cell cycle arrest, the process in which the cell cycle is halted during one of the normal phases. Single cells are labeled as “arrested (Arr)” if their arrest signature scores are ranked higher than one-fifth of those of the whole single cells, otherwise labeled as “non-arrested (NArr).” If the ratio of Arr cells to NArr cells in a cluster is over 0.8 or less 0.2, then the cluster is labeled as “Arr” or “NArr,” respectively. A cluster with the average APC expression level smaller than the first tertile is labeled as “low APC,” otherwise it is labeled as “high APC.” Then a cluster with both “low APC” and “Arr” is defined as slow growth subpopulation (SG) and clusters with “low APC” and “NArr” are defined as fast growth subpopulations (FG).

In addition, we investigate on differential markers of the identified clusters using FindMarkers function in Seurat package (Butler et al., 2018; Stuart et al., 2019), by setting log fold change threshold to 0.25 (Supplementary Table S3). We also characterize the cell type change of shAPC single cell RNA-seq samples with differentially expressed genes (DEGs) between 1CT and 1CT-A to examine whether there is any new cell type appeared, but no distinctive patterns are observed. The DEGs between 1CT and 1CT-A are determined with two-fold change and 0.01 cutoff of value of *p* using two-tailed *t*-test.

### Characterization of Slow Growth Subpopulation

Apoptosis signature scores of SG cells are measured in the same way as the arrest signature score described in “Clustering of Fast Growth and Slow Growth Subpopulation” section, according to the cell apoptosis related gene set, GO_EXECUTION_PHASE_OF_APOPTOSIS (Ashburner et al., 2000; The Gene Ontology Consortium, 2019).

Stemness signature scores of SG cells are quantified using TCGAanalyze_Stemness function provided by TCGAbiolinks R toolkit, which generates mRNAsi stemness index described in the previous study (Malta et al., 2018). The stemness signature used here is PCBC_stemSig which is the default stemness signature obtained using the data from Progenitor Cell Biology Consortium (PCBC). We analyze whether there are subclusters within FG or SG along with the signature score, but the groups along with signatures are not clearly discriminated in the activity inference (Supplementary Figure S7).

### Protein Activity Inference Using VIPER

meta-Virtual Inference of Protein-activity by Enriched Regulon (metaVIPER) analysis is conducted to investigate the master regulators which control the fate determination of FG and SG (Alvarez et al., 2016). Since the single cell dataset lacks a tissue context, we use here metaVIPER which infers a regulatory network without tissue-specific regulatory information (Ding et al., 2018). First, the network of CRC cell is inferred using the patient expression dataset obtained from The Cancer Genome Atlas (TCGA) by the RTN package (Fletcher et al., 2013; Castro et al., 2016). Then, metaVIPER analysis is performed upon this CRC network with inputs composed of those genes of interest. The input gene lists used here are the list of DEGs between FG and SG (1.5-fold change, *p* < 0.01), and regulon lists generated by single-cell regulatory network inference and clustering (SCENIC).

### Reconstruction of Gene Regulatory Networks Using SCENIC

Single-cell regulatory network inference and clustering analysis is performed to generate the gene regulatory networks of SG and FG as described in the original paper using pySCENIC version 0.9.19 (Aibar et al., 2017). The corresponding auxiliary datasets used for SCENIC analysis are human cisTarget of 100 bp down, 500 bp up, and 10 kb up and down with the genome version of hg38, human TF binding motif provided by cisTargetDB of version 9, and the list of curated human TF comprising 1,390 genes. The resulting regulon lists are collected and used for the metaVIPER analysis to compute the activity difference between SG and FG.

### Selection of Targets

Target candidates generated from metaVIPER are filtered by *t*-test between SG and FG (*p* < 0.01). Then hierarchical clustering is performed with these genes to select a gene group downregulated in SG. The candidates are ranked along with the difference of average activity and expression level between SG and FG. The candidates of the top largest difference are selected for the next step analysis. At this point, since the expression level shows less clear discrimination between SG and FG, the threshold for expression difference is set to be one-third while that for activity difference is set to be one-sixth.

Next, the filtered target candidates are screened by how they are closely related to APC under the rationale that the target should cover the effect of APC in order to keep SG. Therefore, we investigate the shortest path length between APC and the target candidate by using the input list comprising APC, CTNNB1, WNT, candidate itself and its downstream target gene list produced by SCENIC in STRING DB version 11 (Szklarczyk et al., 2019). In addition, how much target genes a candidate shares with APC is quantified from the gene regulatory network inferred from CRC patients in TCGA database described in “Protein Activity Inference Using VIPER” section.

Then, interactions within target candidates are explored by MINDy to reconstruct a network composed of candidate TFs and their modulators (Wang et al., 2009). The most densely connected TF with others is considered as the most important master regulator.

Networks are visualized using Cytoscape version 3.7.1 (Shannon et al., 2003).

## Results

### Slowly Growing and Fast Growing Subpopulations Are Found From the scRNA-seq Dataset of APC-Deficient Normal Colon Epithelial Cells

In order to investigate complex events occurring during the cancer initiation, we establish an early CRC development model, perform scRNA-seq, and analyze the scRNA-seq dataset (Figure 1). scRNA-seq is conducted at 3- and 7-days after transduction of shAPC or shScr on HCEC-1CT (1CT) cells. We examine the relative gene expression levels of APC and its downstream targets by performing qRT-PCR of remaining cells after single cell library preparation (Figure 2A and Supplementary Figure S2A), as well as by investigating the expression levels from scRNA-seq (Figure 2B and Supplementary Figure S2B). We confirm that the level of APC is dropped to at least 50% in shAPC samples compared to shScr samples in both bulk and single cell data.

**Figure 1:**
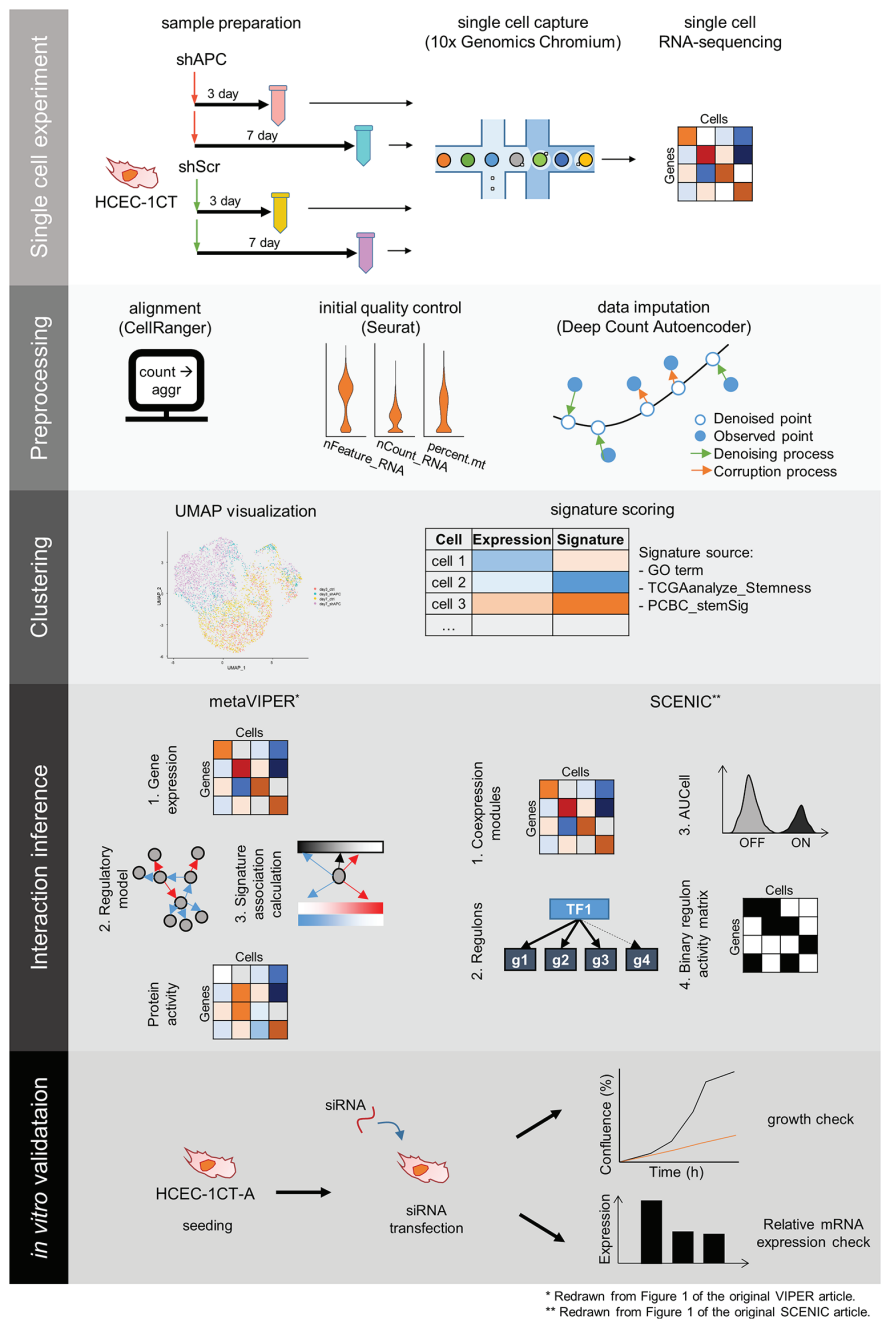
The scheme of single cell RNA-sequencing (scRNA-seq) experiment and analysis. scRNA-seq experiment and analysis comprise five steps: single cell experiment, preprocessing, clustering, interaction inference, and *in vitro* validation. Samples for scRNA-seq are prepared by transduction of shRNA targeting APC (shAPC) or scrambled shRNA (shScr) in HCEC-1CT cells, and scRNA-seq is performed using 10x chromium platform. Then we take preprocessing steps such as alignment, initial quality control, and data imputation. The single cell data points are clustered, and each cluster is scored according to gene signatures. Then, interactions within distinct clusters are inferred using Virtual Inference of Protein-activity by Enriched Regulon (VIPER) and single-cell regulatory network inference and clustering (SCENIC) to produce master regulators for the clusters. These master regulators are validated using siRNA transfection in 1CT-A cells.

**Figure 2:**
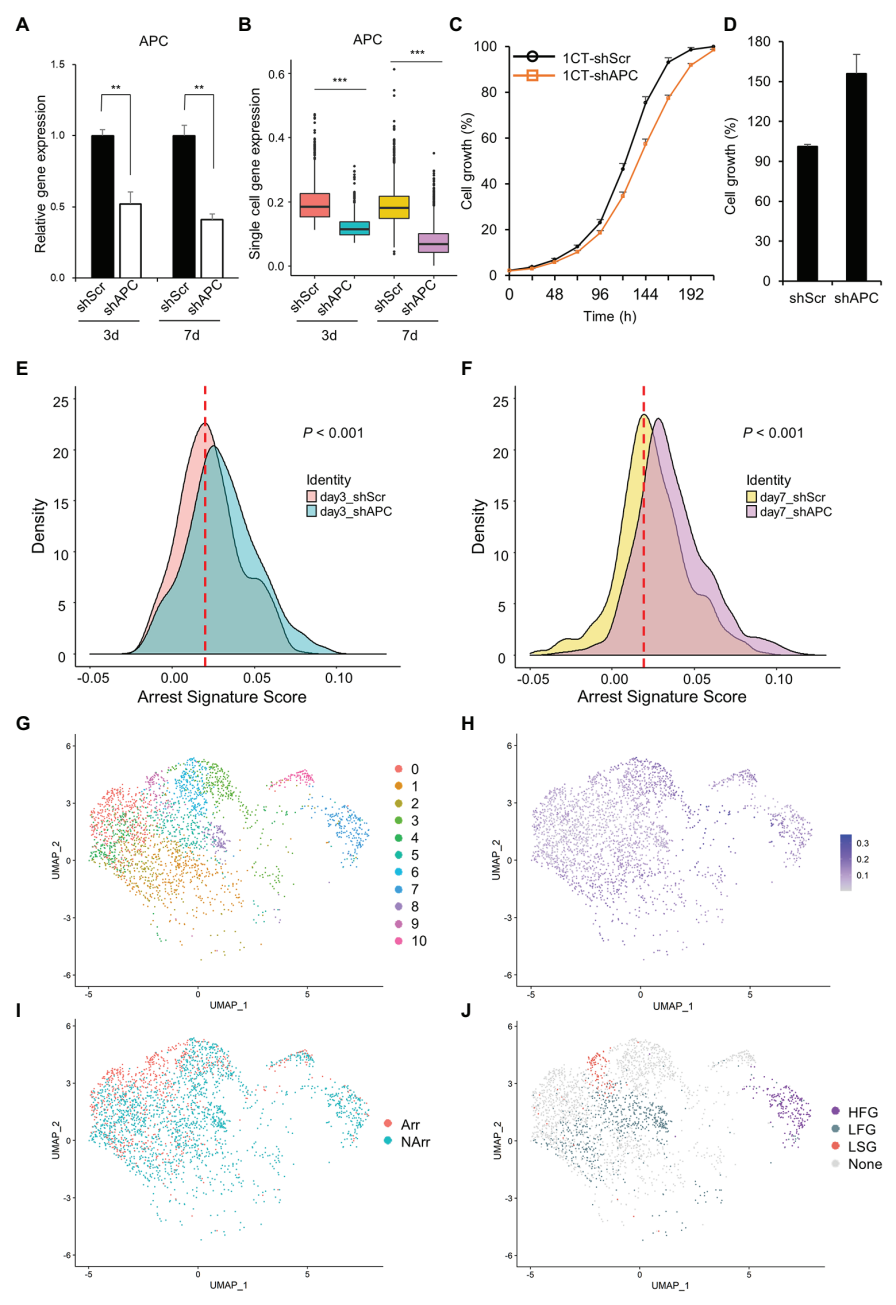
Clustering of slow growth and fast growth subpopulation in scRNA-seq dataset. **(A)** Relative adenomatous polyposis coli (APC) gene expression of single cell samples in quantitative reverse transcription PCR (qRT-PCR). **(B)** APC gene expression of single cell samples in scRNA-seq dataset. **(C)** Growth curve of HCEC-1CT with shScr and shAPC transduction during the short initial period of time (~7 days after transduction). The shAPC samples grow slightly slower than shScr samples. **(D)** Growth rate of HCEC-1CT with shScr and shAPC transduction (16 days after transduction). The shAPC samples grow faster than shScr samples. Distribution of arrest signature after APC knockdown **(E)** at day 3 scRNA-seq dataset and **(F)** at day 7 scRNA-seqe dataset. **(G)** Unsupervised clustering of scRNA-seq dataset. **(H)** APC gene expression level of scRNA-seq dataset. **(I)** Binarized arrest signature score of scRNA-seq dataset. **(J)** Cluster labels of scRNA-seq dataset. The criteria are designated to each cluster according to the combination of the APC level and arrest signature score: HFG for APC High and Fast Growth; LFG for APC Low and Fast Growth; LSG for APC Low and Slow Growth; and None for the remainders.

Interestingly, we find that APC knockdown of 1CT decreases the cell growth mildly during a short initial period of time (about 7 days elapsed after shAPC transduction; Figure 2C) but eventually increases the cell growth at a later time (16 days elapsed after shAPC transduction; Figure 2D). This relationship between depletion of APC and the relatively slow cell growth is partially supported by a previous study reporting that APC loss drives the growth arrest or senescence program in the premalignant renal tumor (Cole et al., 2010). Since this trend is not observed in bulk qRT-PCR results (Figure 2C), we assume that it might be originated from rare and hard-to-observe events during CRC initiation.

To check out this assumption, we initially analyze changes in the arrest signature score between APC deficient cells and others, and find that the arrest signature score is increased in shAPC samples compared to that of shScr samples (Figures 2E,F and Supplementary Figure S3). This shift of the arrest signature score appears in both day3 and day7 samples, and becomes clearer in day 7 samples.

In order to figure out the source of driving this increased arrest signature in APC downregulated cells, we investigate the characteristics of clusters in shAPC single cell samples by assuming that there might be a subpopulation responsible for this phenomenon. Eleven clusters are identified and labeled according to four criteria (HFG for APC High and Fast Growth; LFG for APC Low and Fast Growth; LSG for APC Low and Slow Growth; and None for the remainders) based on arrest signature and APC level (Figures 2G–J and Supplementary Table S2). There are one cluster of HFG (Cluster 7), three clusters of LFG (Clusters 2, 5, and 8), and one cluster of LSG (Cluster 9). It is remarkable that the population of LSG is about one-sixth of LFG population, which is the reason why bulk analysis could not capture the characteristics originated from LSG (Supplementary Table S4 and Supplementary Figure S2A). 

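The bulk RNA-seq dataset compares 1CT, the immortalized human colon epithelial cell line, with 1CT-A, its wild type APC depleted version, which the sample labels describe as an APC knockdown. There are 3 libraries of each cell line, all from untreated cells. The media hold 20 ng/ml epidermal growth factor, 5 nM sodium selenite and 2% FBS. For hydrocortisone, insulin and transferrin, the paper's methods give 1, 10 and 2 mg/ml, and the sample labels give 1, 10 and 2 μg/ml. The paper's methods name the RNA-spin kit for RNA extraction and a cDNA microarray at the service company Ebiogen. The sample labels instead name Trizol for extraction, QuantSeq libraries made from 500 ng of total RNA, and sequencing on an Illumina NextSeq instrument. QuantSeq primes on the poly(A) tail and gives reads near the 3′ end of each transcript. For each library, the authors deposit the number of reads counted per gene symbol, as whole numbers without normalization, in 25737 entries. Counts of a symbol that is entered repeatedly are added together, which concerns 286 of the 24462 different symbols. The aligner, the counting tool, the genome build and the annotation are not named in the paper's text or in the labels. Between 7788679 and 8452258 reads are counted in the 1CT libraries, with a median of 8282213. In the 1CT-A libraries it is between 11158108 and 12602988, with a median of 11393317. The smallest level taken as visible, 3 counts, is 0.355 to 0.385 CPM (counts scaled to a common library size) in 1CT and 0.238 to 0.269 CPM in 1CT-A. The files hold no molecular identifiers, so this limit covers counting error only. Counts are normalized with edgeR's TMM method, and genes with low counts are left out by edgeR's filterByExpr with its minimum count of 10. edgeR's quasi-likelihood test then compares 1CT-A with 1CT, and p values are adjusted by the Benjamini-Hochberg method. For a single gene, an exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1. The labels number the libraries 1 to 3 in both cell lines. As a check of whether the numbers form pairs, the deviations of same-numbered libraries from their group means are compared, and their mean correlation is -0.0274 across 8231 genes. The other pairings give between -0.149 and 0.217, so no pairing by number is visible. With 3 libraries of each line a weak pairing is not excluded. Fits with the replicate number as a block are given beside the main values.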

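Cell cycle activity in the bulk RNA-seq dataset is read from the marker genes that Seurat scores for S phase (43 genes) and for G2/M phase (54 genes). The mean log2 fold change of 1CT-A against 1CT is 0.87 over the S phase genes, of which 43 are higher in 1CT-A. Over the G2/M phase genes it is 0.84, with 52 higher and 2 lower, while the mean over all tested genes is -0.14. Both lists are shifted upward relative to the other genes in limma's camera test, a two-sided competitive gene set test run with its preset inter-gene correlation of 0.01 (adjusted p = 2.6e-17 for S phase and 5.5e-20 for G2/M phase, over 8 gene sets). With the replicate number as a block, the means are 0.86 and 0.84 (limma's camera, adjusted p = 1.6e-17 and 2.3e-20). The adjusted p moves most when camera estimates the inter-gene correlation from the libraries, to 0.00911 for both lists. Gene by gene, 42 S phase genes and 50 G2/M phase genes are higher in 1CT-A at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and no gene of either list is lower. When the p values are adjusted over each list alone, the numbers are 42 and 51. The 10 markers of the LSG cluster in Supplementary Table S3 have a mean log2 fold change of 0.06, with 5 higher and 5 lower (limma's camera, adjusted p = 0.795, and 0.755 with the block). The 16 markers listed there for LFG clusters 2 and 8, with none listed for cluster 5, have a mean of -0.16 and a median of 0.06, with 11 higher and 5 lower (limma's camera, adjusted p = 0.795, and 0.755 with the block). Neither of these lists is told apart from the other genes. The markers come from single 1CT cells within days of shRNA transduction, while the bulk dataset compares 1CT with the separate line 1CT-A. These tests therefore do not tell whether LSG is visible in bulk data of the transduced cells. The table gives only the 10 most significant markers of a cluster, so any further markers were not tested. CDKN1A, a cyclin dependent kinase inhibitor gene on chromosome 6 from 36676460 to 36687337 in GRCh38, is at 639.9 ± 67.5 CPM (SD, n = 3) in 1CT and 273 ± 2.59 CPM (SD, n = 3) in 1CT-A. Its log2 fold change is -1.23 (standard error 0.08, edgeR adjusted p = 6.1e-08, and -1.22 with the block), a fold change of 0.427 where the paper's reported value is 0.435. CDKN1B, an inhibitor gene of the same class on chromosome 12 from 12685498 to 12722369, is at 16.4 ± 3.32 CPM (SD, n = 3) in 1CT and 25.9 ± 1.31 CPM (SD, n = 3) in 1CT-A. Its log2 fold change is 0.66 (standard error 0.14, edgeR adjusted p = 0.00143, and 0.67 with the block), a fold change of 1.58 where the paper's reported value is 1.604. The values of the 2 cell lines do not overlap for either gene (exact permutation test, two-sided, p = 0.1, the smallest that this design allows). From the small size of the LSG population relative to LFG, the paper reasons that bulk analysis could not capture the characteristics that originate from LSG.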

Since our interest lies on the cells affected by APC downregulation, we exclude the HFG cluster in downstream analysis and take only LFG and LSG for further analysis. The labels of LFG and LSG are shortened hereafter as FG (Fast Growth) and SG (Slow Growth), respectively.

### SG and FG Have Different Phenotypical Characteristics and Gene Regulatory Networks

We further examine the characteristics of SG and FG to see whether they actually differ in phenotypical biological processes such as apoptosis and stemness besides the arrest signature. As a result, we find that SG has a higher apoptosis signature and a lower stemness signature than FG (Figure 3A and Supplementary Figure S4), implying that SG has a fate to go through apoptosis without developing further malignancy.

**Figure 3:**
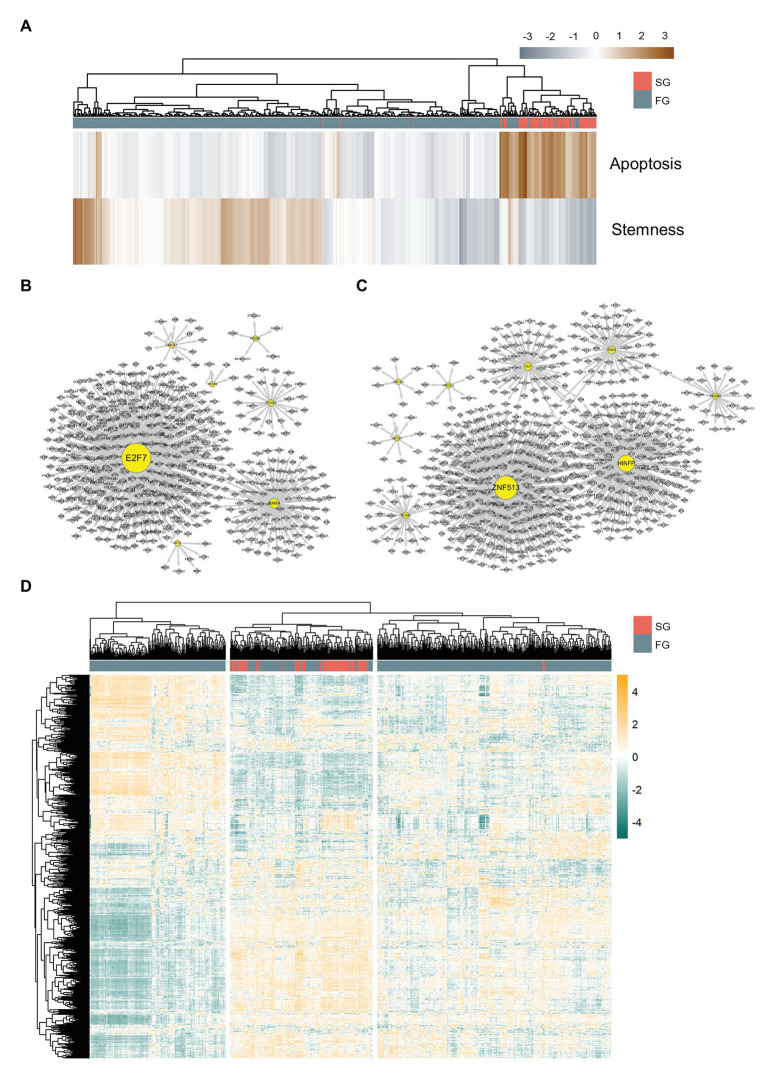
Differently organized gene regulatory networks of slow growth subpopulation (SG) and fast growth subpopulation (FG). **(A)** Apoptosis and stemness signature scores of SG and FG. Gene regulatory networks of **(B)** FG and **(C)** SG. **(D)** Master regulator analysis heatmap for SG and FG. SG and FG have different patterns of master regulator expressions.

Since SG is assumed to eventually diminish while FG is to progress into advanced cancer, we perform master regulator analysis to identify transcription factors that can drive FG to SG such that the majority of APC deficient cells undergo apoptosis. 

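In the bulk RNA-seq comparison of 1CT-A with 1CT, 12514 genes have enough counts to be tested, and 6388 of them differ at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 3131 are higher and 3257 are lower in 1CT-A, a balance that depends on the scaling, since library size only gives 3441 higher and 3014 lower. With the thresholds of the paper's methods, a fold change of at least 2 and an unadjusted p under 0.01, the same fit gives 1676 genes, 475 higher and 1201 lower. With the replicate number as a block, 6091 genes differ at an adjusted p under 0.05, 6000 of them shared with the fit without the block. At the paper's thresholds the block gives 1673 genes. Of the alternatives set before the data were examined, the per-gene two-tailed test that the paper's methods name moves this number most, to 943 genes when it is run with unequal variances on log2(CPM + 1). Genes under 10 CPM carry most of the difference in direction, since 343 of the lower and 62 of the higher genes have a mean under 2 CPM, and 539 and 177 have a mean from 2 to 10 CPM. The 1CT libraries also hold more counts on the 399 olfactory receptor genes, 15.8 ± 2.06 CPM (SD, n = 3) against 5.93 ± 0.33 CPM (SD, n = 3) in 1CT-A.

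**Figure D2:**
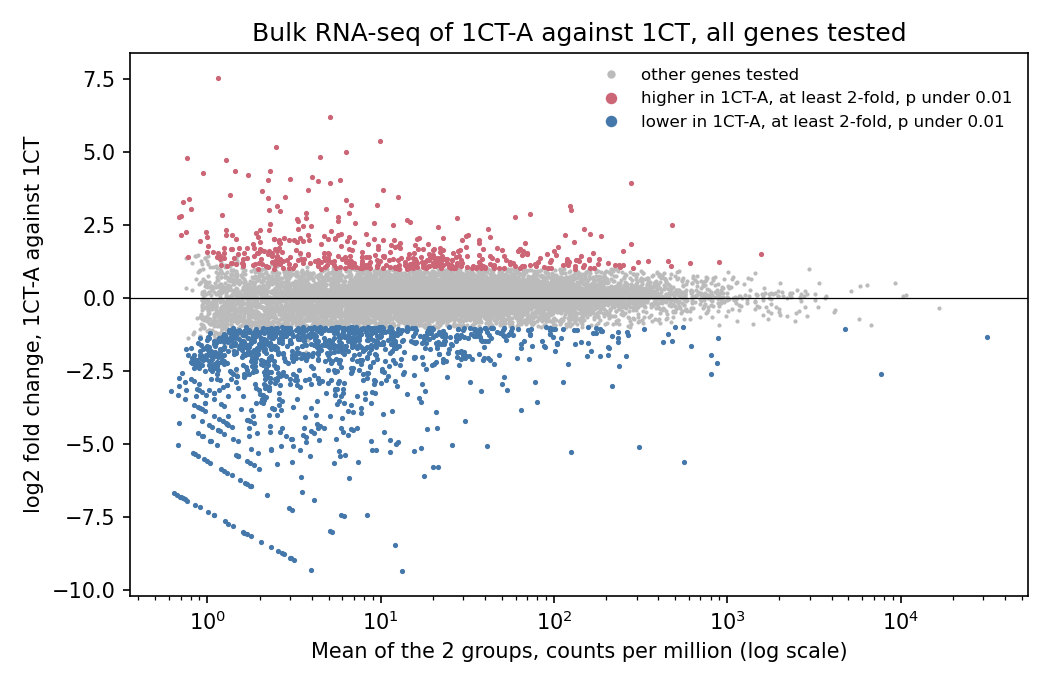
Each point is 1 of the 12514 genes tested, with the mean CPM of the 2 cell lines on a log scale along the horizontal axis and the fitted log2 fold change of 1CT-A against 1CT along the vertical axis. The 475 genes higher and the 1201 genes lower at the paper's thresholds are in red and blue. At the low end, where a cell line has almost no counts, the size of the fitted values is uncertain. They are not lower bounds and can go beyond those given in the text.

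The largest differences are taken among genes with an adjusted p under 0.05, a mean of at least 10 CPM over the 6 libraries and no overlap between the cell lines. AKR1C1, an aldo-keto reductase gene on chromosome 10 from 4963253 to 4983283 in GRCh38, rises most, from 34.2 ± 6.65 CPM (SD, n = 3) to 524 ± 6.72 CPM (SD, n = 3). Its log2 fold change is 3.94 (standard error 0.11, edgeR adjusted p = 1.2e-10), and 3.95 with the block. This value is uncertain because reads could have been divided between AKR1C1 and its near-identical paralogs AKR1C2 and AKR1C3, whose log2 fold changes are 3.14 and 1.76, and AKR1C4, which has at most 2 counts in a 1CT library and 29, 34 and 35 counts in the 1CT-A libraries. KCNK12 (3.68, standard error 0.23), HGF (3.44, standard error 0.22) and JUNB (3.01, standard error 0.13) follow among the rises. Among the falls, KRBOX1 on chromosome 3 from 42936386 to 42942792 is at 26.5 ± 1.96 CPM (SD, n = 3) in 1CT and has at most 1 count in a 1CT-A library, which makes it at least 105-fold lower. TLR4 is at 24.2 ± 5.15 CPM (SD, n = 3) in 1CT and has at most 2 counts in a 1CT-A library, so that it is at least 95.8-fold lower. The log2 fold changes of IL18, TIMP3 and MBP are -6.09 (standard error 0.22), -5.78 (standard error 0.28) and -5.78 (standard error 0.17). TIMP3 has 2, 16 and 9 counts in the 1CT-A libraries. With each library left out in turn its value runs from -6.48 to -5.34, so its standard error understates the uncertainty. Each of these differences is larger than the spread between replicates. AKR1C3 and AKR1C4 have an edgeR adjusted p of 1.7e-06 and 1.8e-05, and each of the other genes has one of at most 6.0e-08.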

We perform metaVIPER (Alvarez et al., 2016; Ding et al., 2018) analysis with 848 DEGs between 1CT and its wild type APC depleted version, HCEC-1CT-A (1CT-A), and, as a result, we find 412 master regulators present in either SG or FG.

For further master regulator analysis, we examine the gene regulatory networks of FG and SG using SCENIC (Aibar et al., 2017) in order to determine whether the two subpopulations have differently organized gene regulation structures. Here, we define SG regulons and FG regulons as those genes shared by both regulons inferred from SCENIC and the master regulators found from DEG metaVIPER. It turns out that FG regulons comprise seven transcription factors such as E2F7, FOXN2, TFAP4, FOXK2, NFIX, RARA, and HMGA1 (Figure 3B), whereas SG regulons comprise nine transcription factors such as ARNTL2, YBX1, ZNF513, HINFP, PPARG, TEF, TEAD4, ZNF766, and NR1D1 (Figure 3C).

We expand the list of regulons up to 1,411 genes by merging SG regulons, FG regulons, and their target genes. Then, we perform metaVIPER again with this list of regulons to find out the master regulators that can drive FG into SG (Figure 3D). Genes downregulated in SG with statistical significance (two-tailed *t*-test, *p* < 0.05) are taken and they are filtered again according to the level of difference in their expressions and activities across SG and FG (Figures 4A,B).

**Figure 4:**
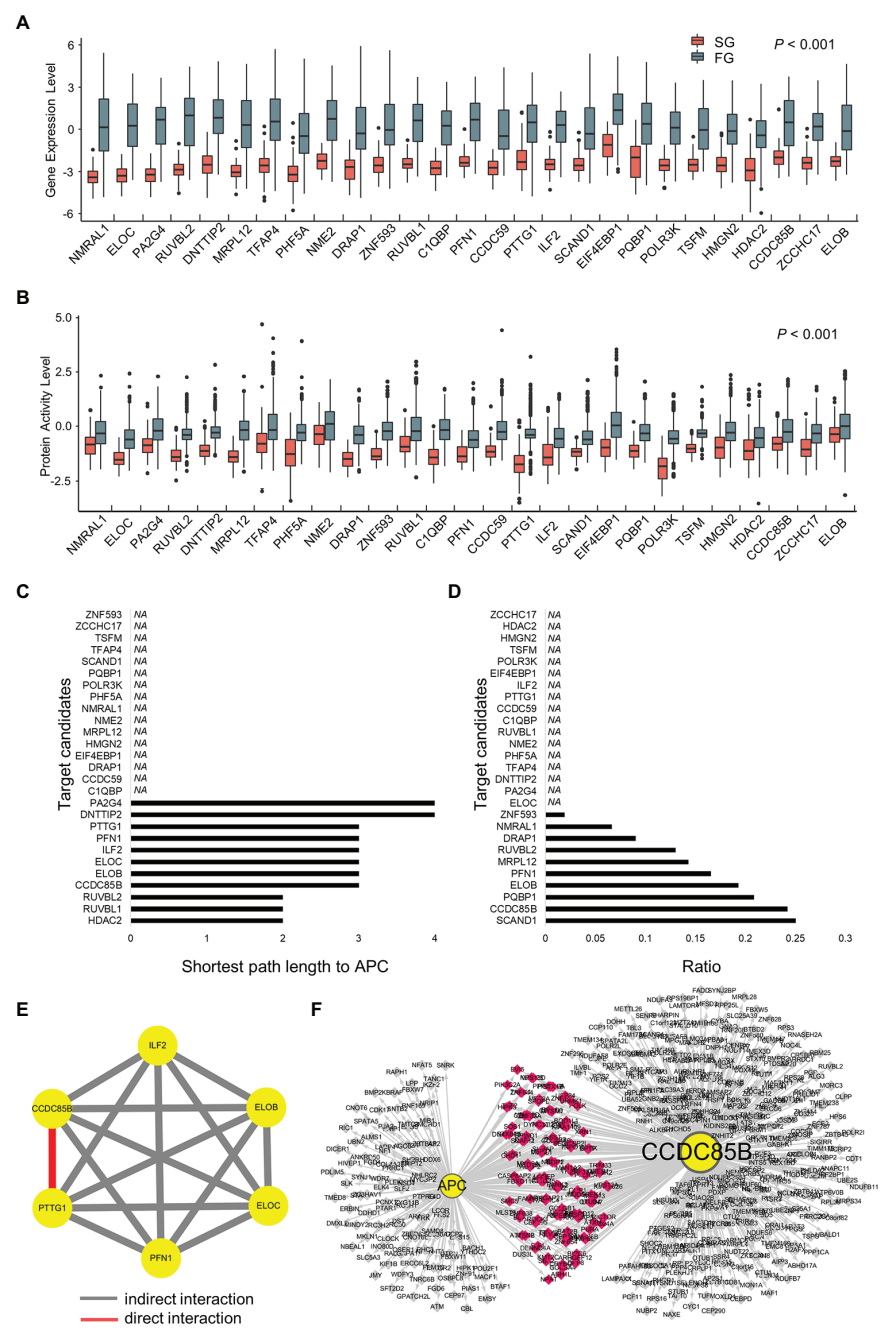
Prioritization of target candidates according to interactions with APC and the interactions among the candidates. **(A)** Gene expression levels and **(B)** protein activity levels of target candidates. **(C)** The shortest path length from each target candidate to APC. **(D)** Ratio of shared regulons between target candidates and APC. **(E)** Modulatory interactions within six target candidates. **(F)** Shared target genes of CCDC85B and APC.

### CCDC85B and PTTG1 Are the Most Important Master Regulators Responsible for the Difference Between SG and FG

In order to narrow down the final targets, we examine the interactions between APC and target candidates or within target candidates (Figures 4A,B). First, the shortest path lengths between candidates and APC are investigated using STRING DB (Szklarczyk et al., 2019), resulting in three groups of genes which have any connection to APC: HDAC2, RUVBL1, and RUVBL2 for a length of two; CCDC85B, ELOB, ELOC, ILF2, PFN1, and PTTG1 for a length of three; DNTTIP2 and PA2G4 for a length of four (Figure 4C). In addition to the shortest path lengths, we investigate the number of genes which candidates share with APC, and CCDC85B is found to be one of the most densely APC regulon sharing genes (Figure 4D).

Since HDAC2 is known to have many redundant functions, it is classified as a less attractive marker for early cancer development (Jurkin et al., 2011). Considering that 1CT cell line has hTERT manipulation, genes related with telomerase such as RUVBL1 and RUVBL2 might be screened as 1CT context specific targets. Therefore, the genes with the length of three are considered as more promising targets instead of those with the length of two, and their interactions *via* modulators are probed using Modulator Inference by Network Dynamics (MINDy; Wang et al., 2009; Figure 4E). As a result, we find that only CCDC85B and PTTG1 have a direct cross-modulation relationship among six candidate genes. Assuming that tightly bound master regulators are more likely to control the biological process that is distinct in each of SG and FG, we conclude that CCDC85B and PTTG1 can be the final target candidates.

Since CCDC85B and APC share 124 genes (Figure 4F) and their shared genes are participants of essential biological processes such as regulation of macromolecule biosynthetic process and regulation of RNA metabolic (Supplementary Table S5), we select CCDC85B as a primary target candidate.

To validate that CCDC85B and PTTG1 are relevant with the characteristics of SG, the correlation between their expressions or activities and the apoptosis or arrest signature are further investigated (Supplementary Figures S5, S6). Both activity and expression of CCDC85B have a negative correlation with arrest and apoptosis signature scores, implying that its downregulation might slow down the cell cycle. The relationship of the expression or activity of PTTG1 and the score of apoptosis or arrest is similar to that of CCDC85B.

### *In vitro* Knockdown of CCDC85B Shows Significant Influences on Both Stemness and Cell Cycle as Predicted by Network Analysis

To validate whether the candidate targets can actually interrupt cancer progression, we perform *in vitro* knockdown of CCDC85B and PTTG1 using siRNA and examine the changes of the growth rate and transcriptomic levels. The cell growth rate of 1CT-A is dramatically decreased with the transfection of siRNA targeting CCDC85B (siCCDC85B; Figures 5A,C). The relative mRNA levels of APC and MYC are not affected by siCCDC85B transfection, whereas those of CCDC85B and PTTG1 are decreased a lot (Figure 5E). We investigate the changes in the level of various cyclins to figure out which cyclins CCDC85B has affected. Since siCCDC85B decreased the relative mRNA levels of Cyclin A2 and Cyclin B1, we can infer that CCDC85B might act on G2/M phase (Figure 5E). Interestingly, it coincides with the cell phase where the majority of SG stays in our single cell data (Supplementary Table S2).

**Figure 5:**
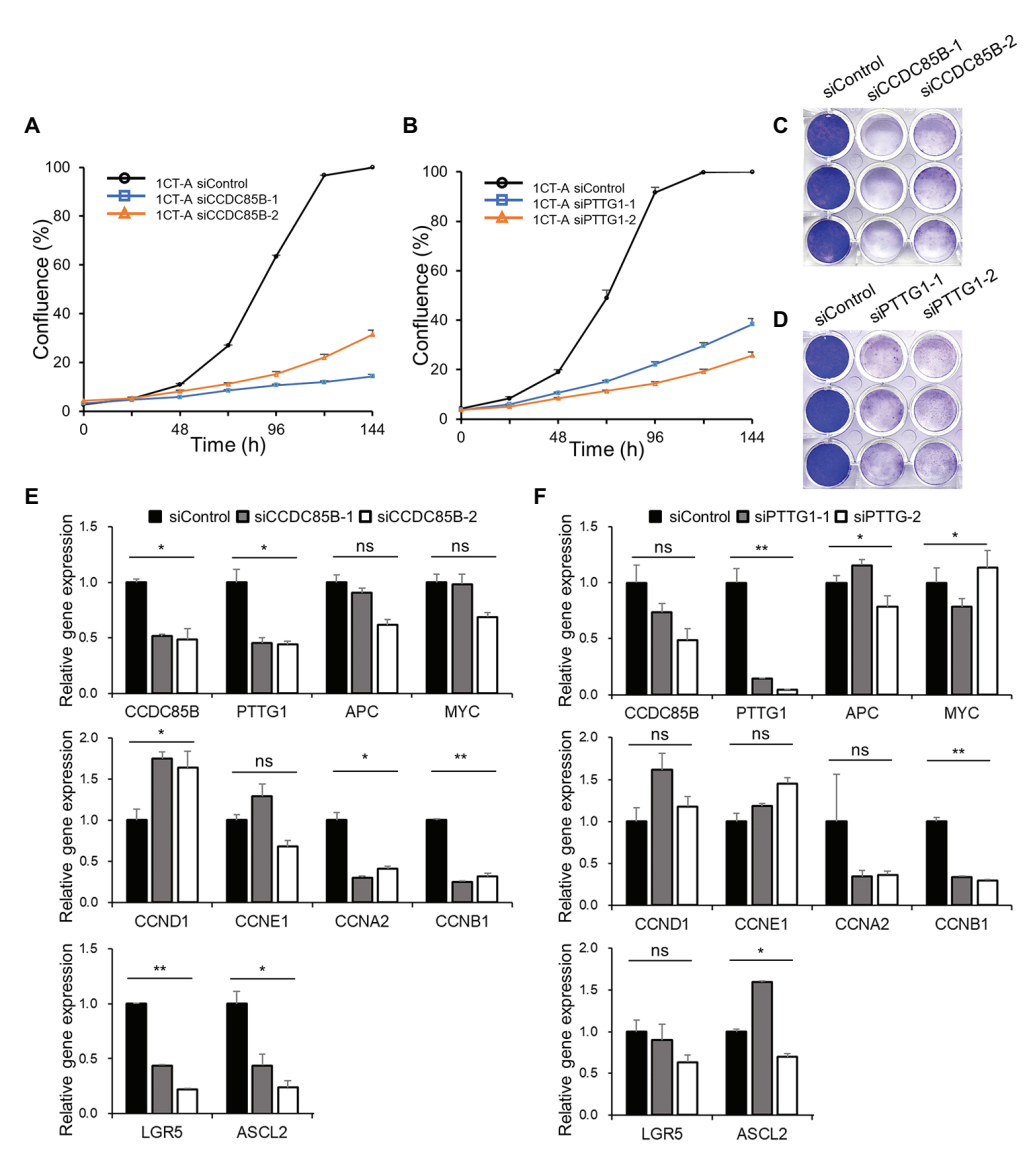
Growth curve and gene expression level after CCDC85B or PTTG1 interference in 1CT-A cells. Growth rate of 1CT-A cells after interfering with **(A,C)** CCDC85B or **(B,D)** PTTG1. Relative gene expression levels of 1CT-A cells after interfering with **(E)** CCDC85B or **(F)** PTTG1.

Next, we examine the effects of PTTG1 interference using siRNA (siPTTG1) in 1CT-A on cell cycle and stemness since PTTG1 is considered to function with CCDC85B according to MINDy analysis. The cell cycle is arrested by siPTTG1 transfection, and the primarily affected cyclins are Cyclin A2 and Cyclin B1 as in the case with the siCCDC85B results (Figures 5B,D). siPTTG1 transfection reduces only PTTG1 significantly not CCDC85B, whereas siCCDC85B transfection reduces the level of both CCDC85B and PTTG1. We need to note that stemness markers for colon cells such as LGR5 and ASCL2 show a non-significant change when PTTG1 is perturbed unlike CCDC85B perturbation experimental results (Figure 5F).

## Discussion

In this study, we investigate master regulators the downregulation of which can lead to suppression of early CRC progression by analyzing scRNA-seq data. We establish the early CRC development model by interfering with APC using shRNA in normal colon epithelial cells, 1CT, and then we conduct scRNA-seq to capture small and heterogeneous changes that occur during the earliest events in CRC initiation. Since increment of arrest signature after APC downregulation is observed, we assume that there might be subpopulations responsible for this shift. We find out two subpopulations with different growth rates, and define one subpopulation with a relatively slow cell cycle as the slow growth subpopulation (SG) and the other with a relatively fast cell cycle as the fast growth subpopulation (FG). Through further analysis, we find that SG and FG differ in their organization of gene regulatory networks, as well as cell growth rates. Interestingly, SG has a low stemness signature and a high apoptosis signature, whereas FG has a high stemness signature and a low apoptosis signature. Although there is no direct experimental evidence presented in this study, it is highly likely that SG eventually goes through apoptosis instead of developing malignancy by acquiring stemness contrasting to the opposite fate of FG. Hence, we presume that transforming the FG into the SG might be a useful strategy of restraining early CRC development as it pursues diminishing the cell population of a malignant fate.

From the master regulator analysis, we identify CCDC85B and PTTG1 as the two most promising master regulators that can discriminate SG and FG and validate that both can lower cell growth rates by knockdown experiments using siRNA. In particular, knockdown of CCDC85B lowers the expression level of stemness markers such as ASCL2 and LGR5 in addition to the level of cyclins, whereas knockdown of PTTG1 lowers only the expression level of cyclins. Both CCDC85B and PTTG1 affect Cyclin A2 and Cyclin B1, which are known to act at G2/M phase. This might be a predictable result since PTTG1 is previously reported to act as a master regulator that controls the cell cycle at G2/M phase (Quereda and Malumbres, 2009; Liang et al., 2011). It is noteworthy that HDAC2 is one of the differential master regulators between SG and FG besides CCDC85B and PTTG1, since it implies that chromatin regulation plays a role in the discrimination of SG and FG. Considering that APC is known for its contribution in the chromosomal instability seen in many colon cancer cells, it seems natural for chromatin regulation to appear as one of the controlling mechanism of the earliest events of cancer development. A further study on this relationship between chromatin regulation and characteristics of SG and FG would add more value to the understanding on the earliest events in CRC initiation.

We infer that CCDC85B regulates stemness and cell cycle *via* β-catenin and PTTG1, respectively, based on literature survey and our own experiments. It is known that CCDC85B is overexpressed in the tumor sample of non-small cell lung cancer patients and that CCDC85B takes a crucial part in activation of β-catenin (Feng et al., 2019). Therefore, we can infer the decreased level of colon epithelial stemness markers after CCDC85B knockdown might be a result of the decreased active β-catenin induced by CCDC85B knockdown.

We show that CCDC85B knockdown decreases the relative mRNA expression levels of both CCDC85B and PTTG1, and that CCDC85B and PTTG1 has similar effects on the identical cell cyclins such as Cyclin A2 and Cyclin B1. Thus, we can infer that CCDC85B affects cell cyclins through PTTG1.

In summary, we suggest CCDC85B as a novel potential therapeutic target for restraining early CRC progression by lowering both the cell growth rate and stemness through the regulation of PTTG1 and β-catenin.

## Data Availability Statement

All data generated or analyzed during this study are included in this published article (and its Supplementary Material files). The sequencing data discussed in this publication are deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and accessible through GEO Series accession number GSE152746 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152746).

## Author Contributions

K-HC designed the project and supervised the research. SL, CYH, and JC performed single cell RNA-sequencing experiment. J-RG and CYH provided analytical and experimental guidance. CYJ provided experimental support. JC and K-HC wrote and revised the manuscript. All authors contributed to the article and approved the submitted version.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A Systems Biology Approach to Identifying a Master Regulator That Can Transform the Fast Growing Cellular State to a Slowly Growing One in Early Colorectal Cancer Development Model
**Source:** Front Genet. 2020 Oct 8;11:570546. doi: 10.3389/fgene.2020.570546
**Supplement:** Supplementary file 1

## Supplementary Material

### 1 Supplementary Figures

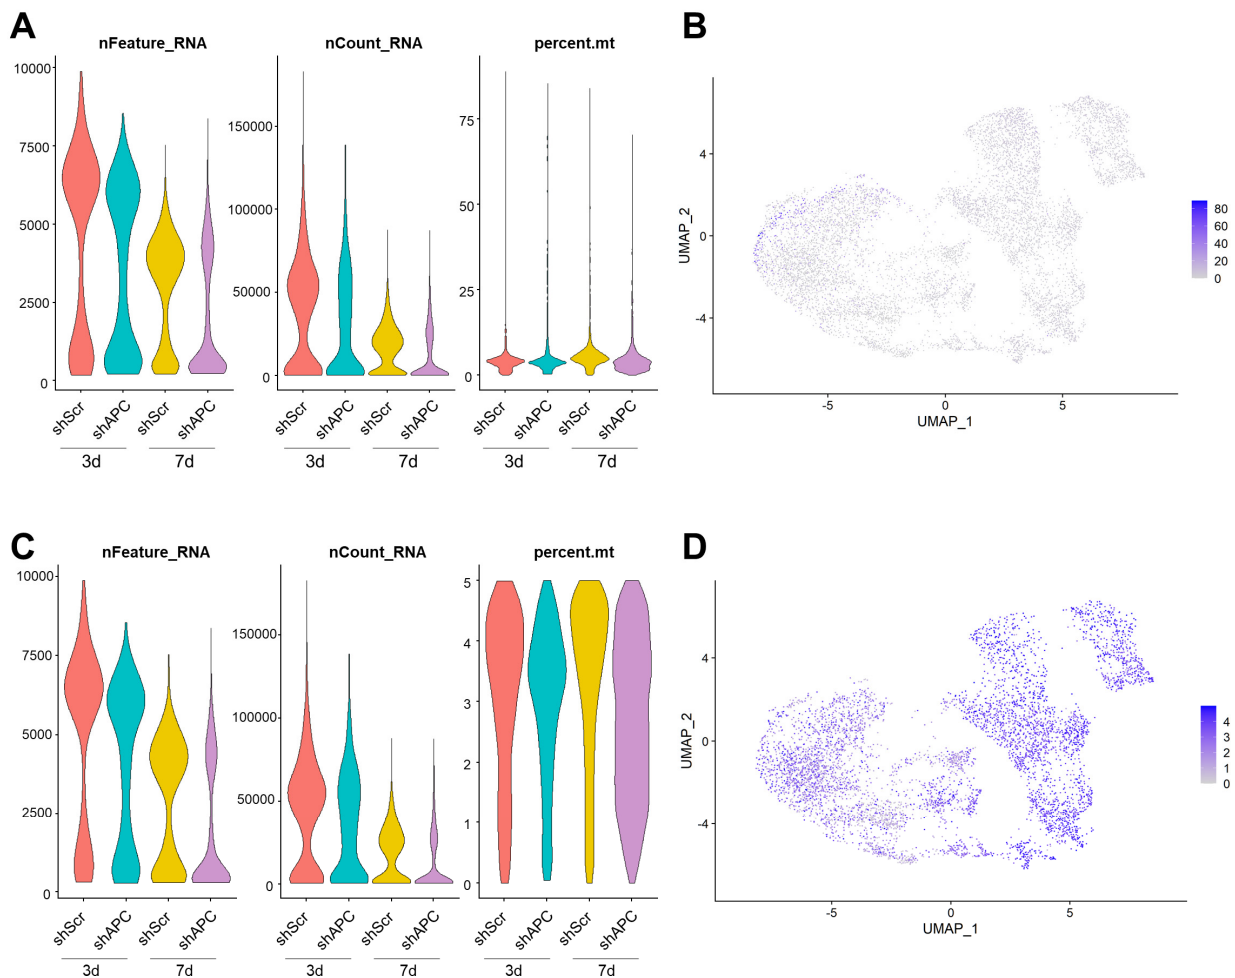

**Supplementary Figure S1. Quality control metrics of single cell RNA-seq.** Quality control (QC) metrics presented here are the number of unique genes detected in each cell, the total number of molecules detected within a cell, and the percentage of reads that map to the mitochondrial genome. Three QC metrics **(A)** before filtering cells with mitochondrial gene percentage over 5%, and **(C)** after filtering them. Distribution of mitochondrial gene percentage across the single cell data points **(B)** before filtering cells with mitochondrial gene percentage over 5%, and **(D)** after filtering them. There are few cells with exceptionally high mitochondrial gene percentage, removal of which does not affect the overall trend of QC.

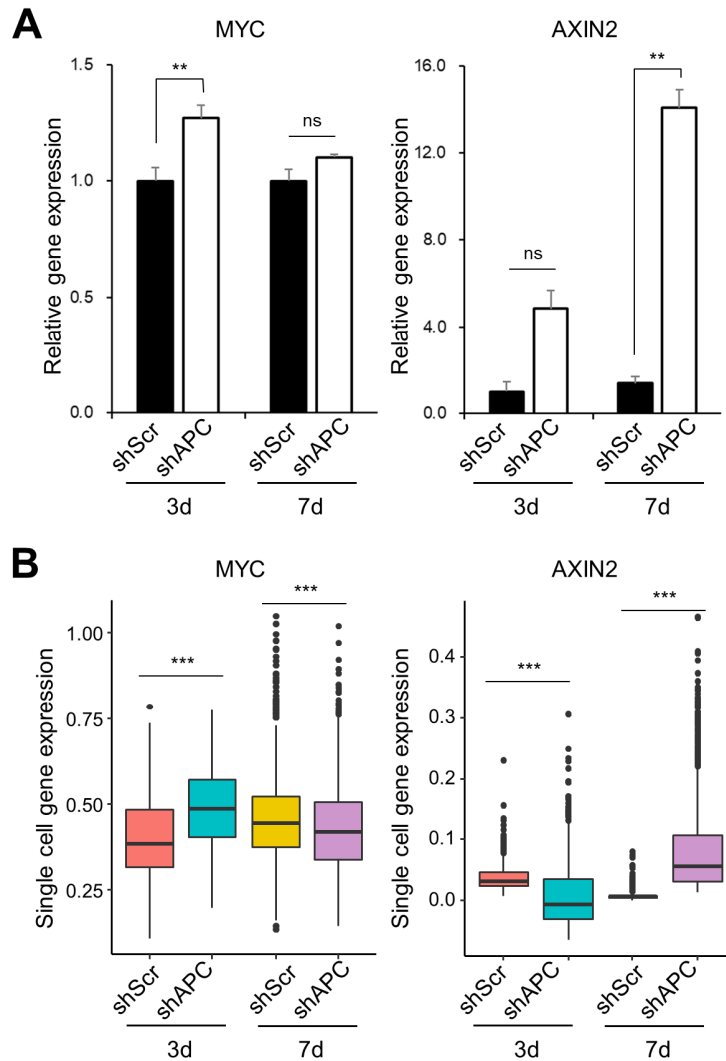

**Supplementary Figure S2. Relative expression levels of APC downstream targets in bulk qRT-PCR and in single cell RNA-sequencing dataset.** Relative expression in levels of MYC and AXIN2 in (A) bulk qRT-PCR of remaining cells after single cell library preparation, and in (B) single cell RNA-sequencing dataset. MYC level is relatively mildly increased, while AXIN2 level is dramatically elevated in shAPC samples in bulk data. However, both MYC and AXIN2 expression level trends are mixed in scRNA-seq data.

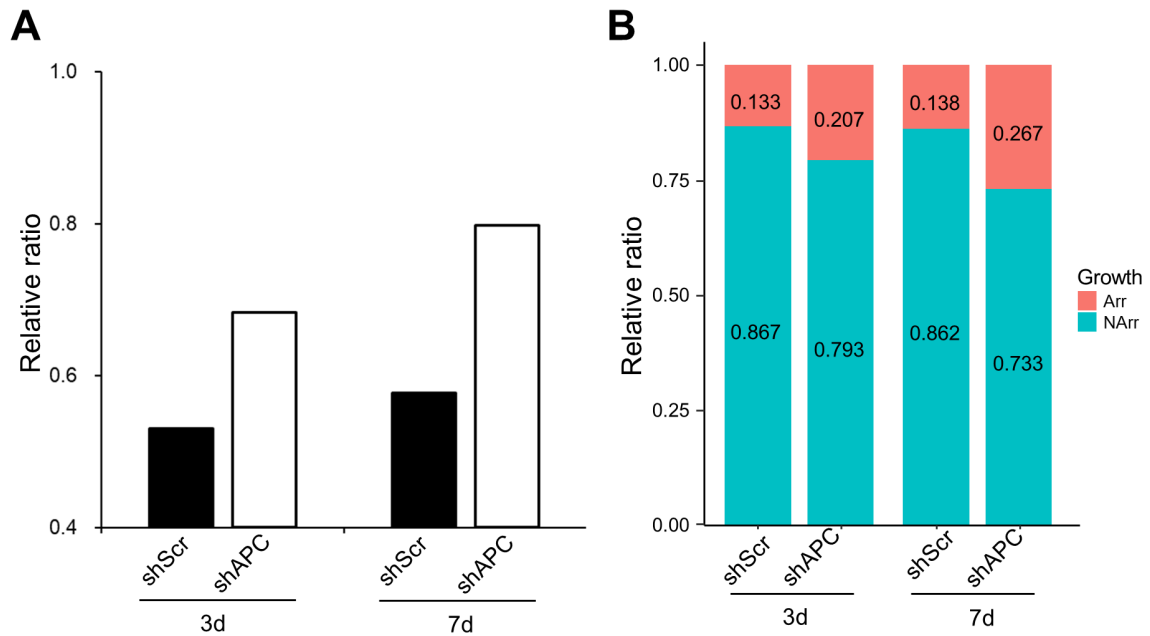

**Supplementary Figure S3. Change in the arrest signature score between shScr and shAPC. (A)** Relative ratio covered by area under curve after peak of arrest signature score distribution for each single cell RNA-sequencing samples. **(B)** Relative ratio of cells with higher arrest signature (>20%, Arr) versus the rest (NArrest) for each single cell RNA-sequencing samples. Both graphs depict that the arrest signature scores of shAPC are increased compared to those of shScr.

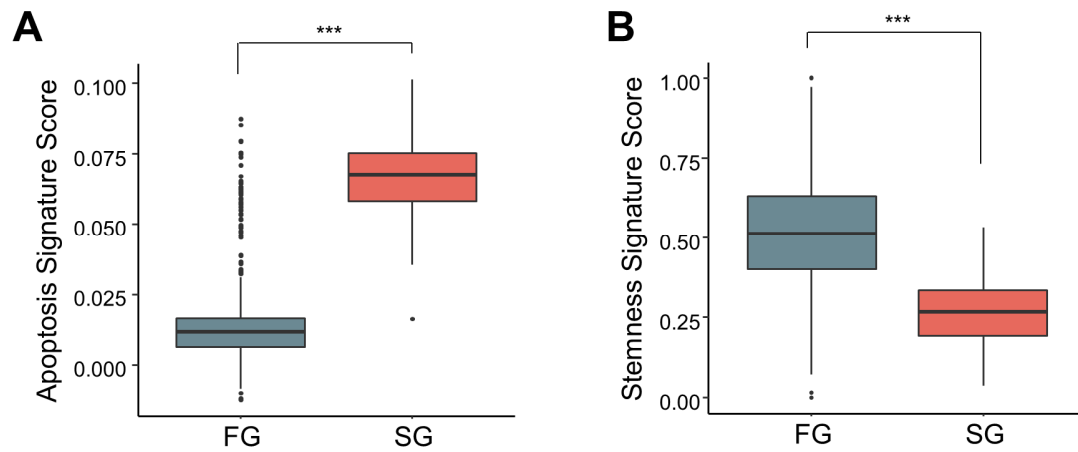

**Supplementary Figure S4. Signature scores of FG and SG (A) apoptosis and (B) stemness signature of FG and SG.** SG has relatively higher apoptosis signature score and lower stemness signature score than FG. It might imply that SG is destined to perish eventually while FG is inclined to develop further malignancy by acquiring stemness.

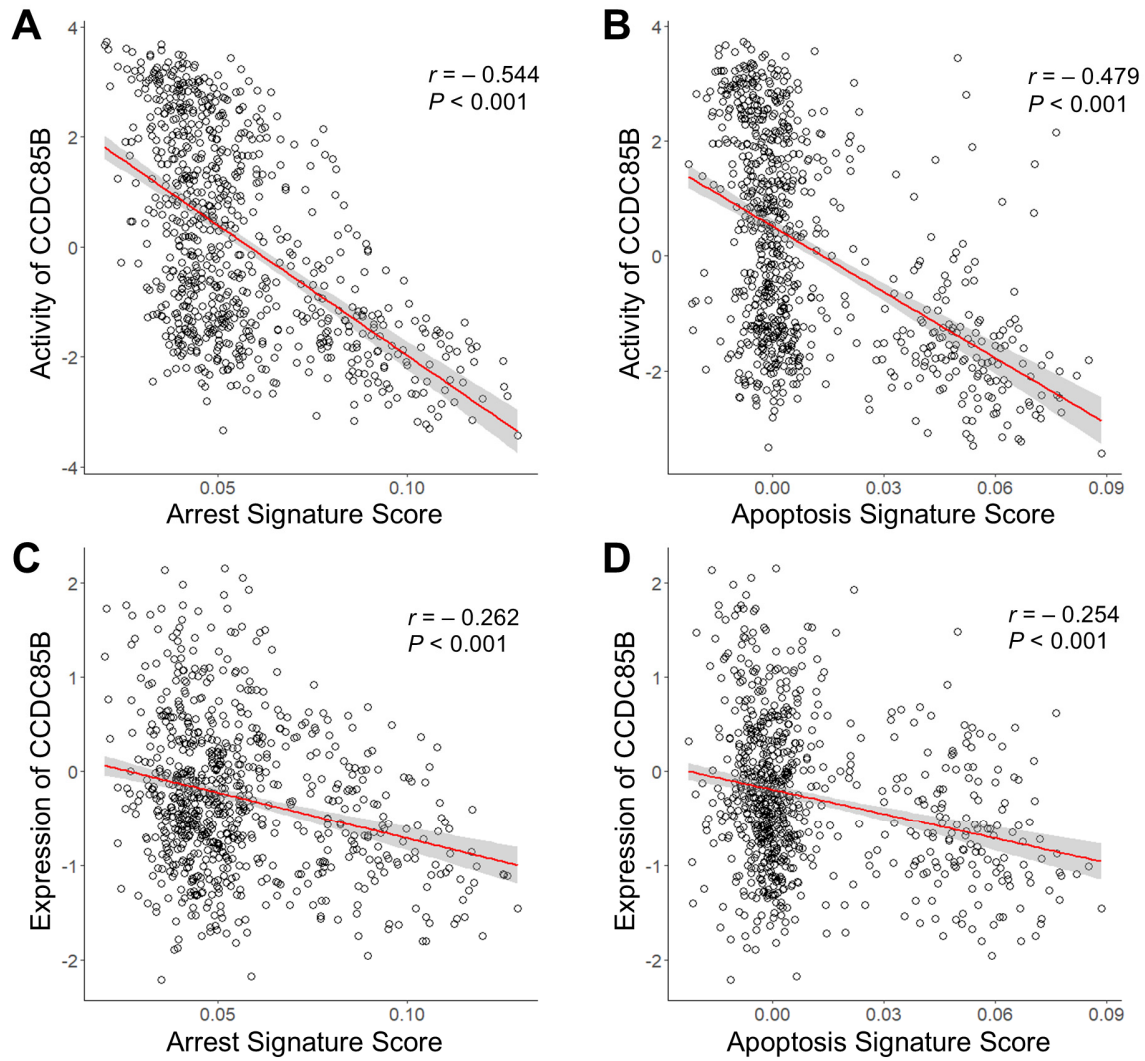

**Supplementary Figure S5. Correlation between expression or activity of CCDC85B and score of apoptosis or arrest.** Correlation between activity of CCDC85B and score of (A) arrest, or (B) apoptosis. Correlation between expression of CCDC85B and score of (C) arrest, or (D) apoptosis. Both activity and expression of CCDC85B have negative correlation with arrest and apoptosis signature scores, implying that its down-regulation might slow the cell cycle.

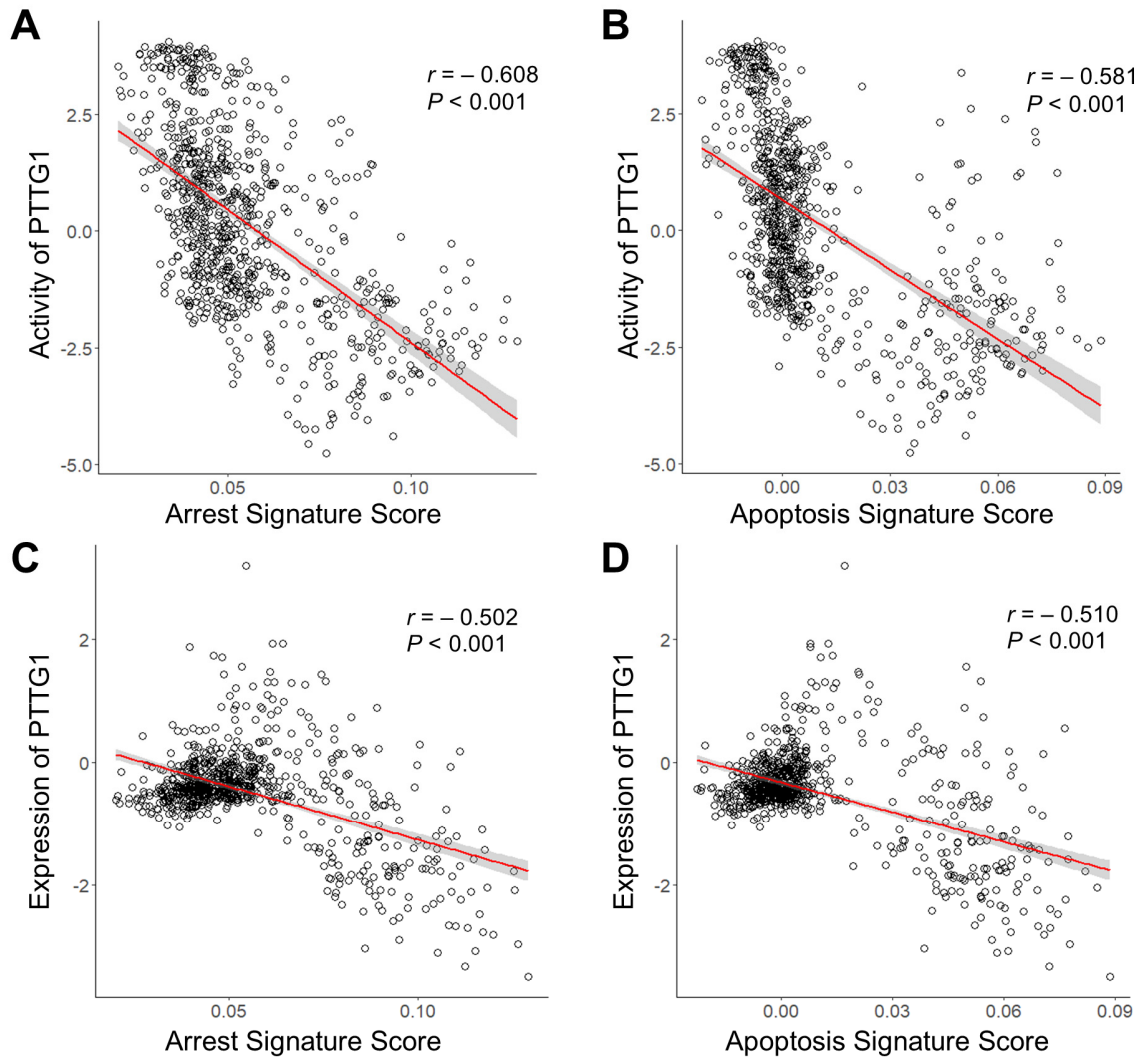

**Supplementary Figure S6. Correlation between expression or activity of PTTG1 and score of apoptosis or arrest.** Correlation between activity of PTTG1 and score of (A) arrest, or (B) apoptosis. Correlation between expression of PTTG1 and score of (C) arrest, or (D) apoptosis. The relationship of expression or activity of PTTG1 and score of apoptosis or arrest is similar as the case of CCDC85B, but display higher correlation. It is suggestive that PTTG1 has more direct relationship with cell cycle compared to CCDC85B.

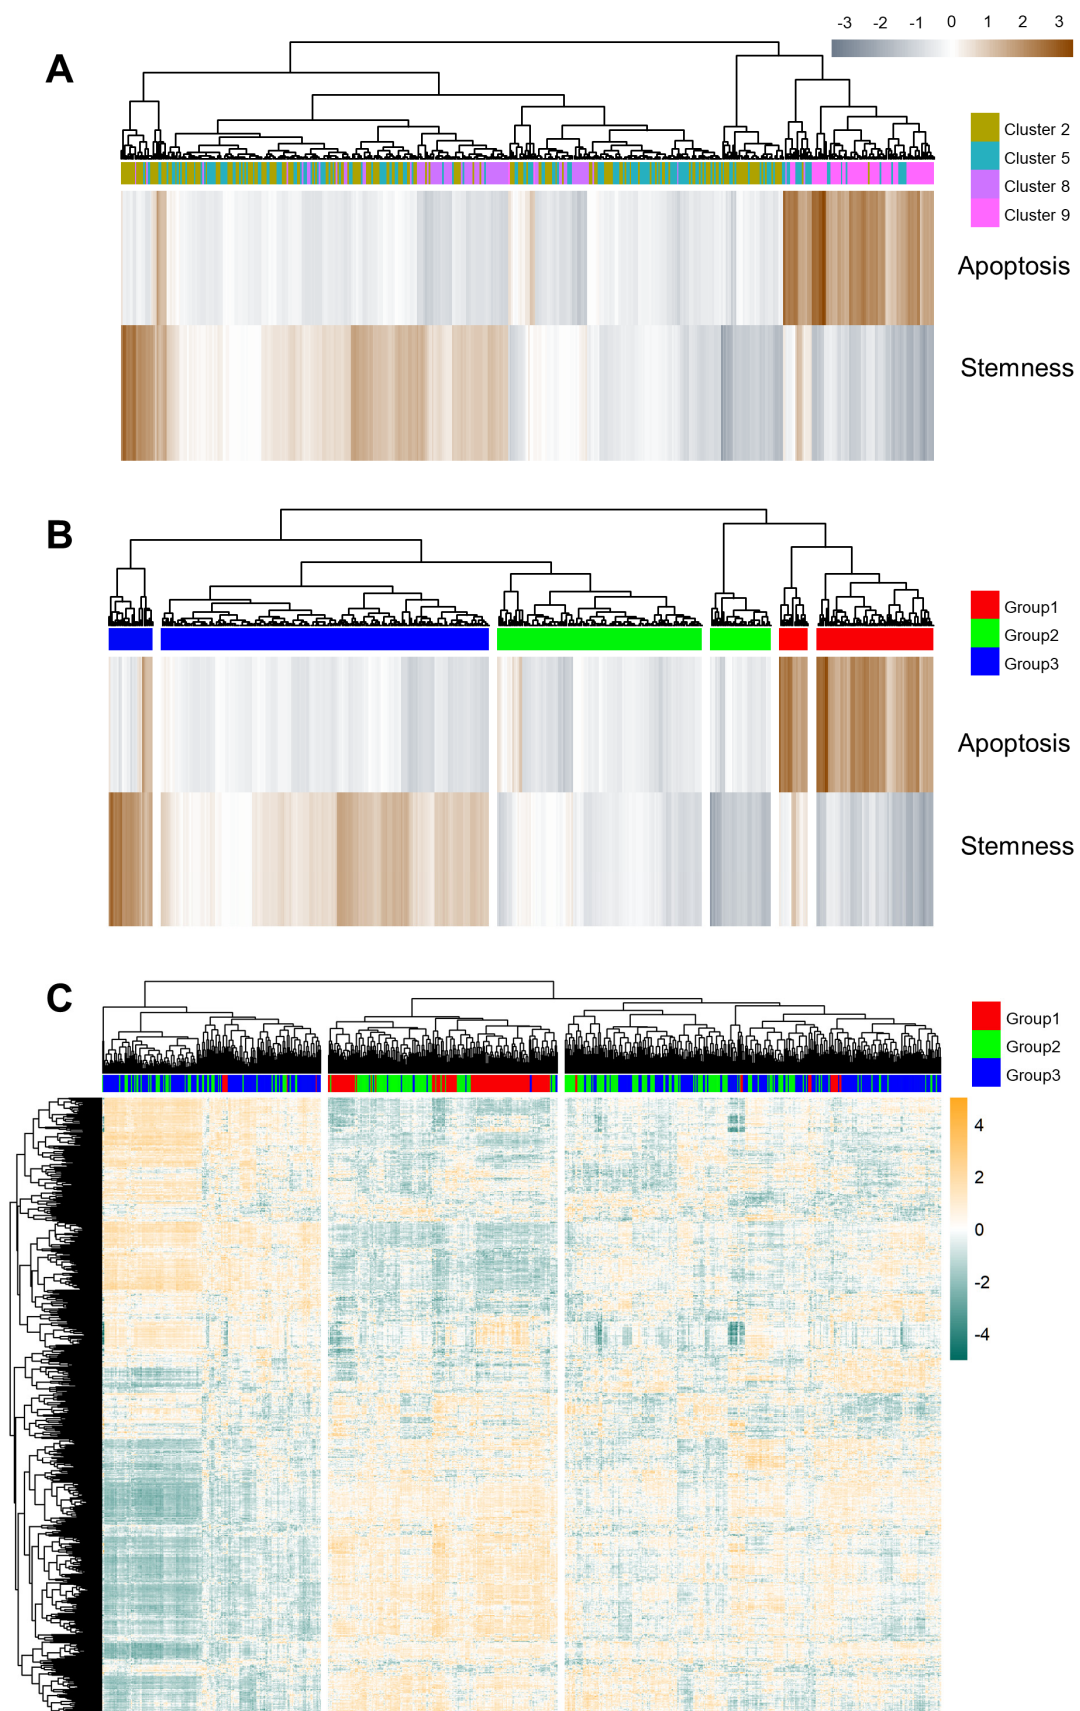

**Supplementary Figure S7. Analysis on subclusters of FG.** (A) Original cluster mapping on signatures. (B) Groups along with signatures. (C) Mapping results of signature groups on activity heatmap. Group1 represents cells with high apoptosis and low stemness score; Group2 represents cells with low apoptosis and low stemness score; Group3 represents cells with low apoptosis and high stemness score. Original clusters which belong to FG (Cluster 2, 5, and 8) are mixed in both Group2 and Group3. Moreover, the groups along with signatures are not discriminated clearly in the activity inference. It seems that there are no subclusters in FG since the signature scoring and the inferred activities are not aligned.

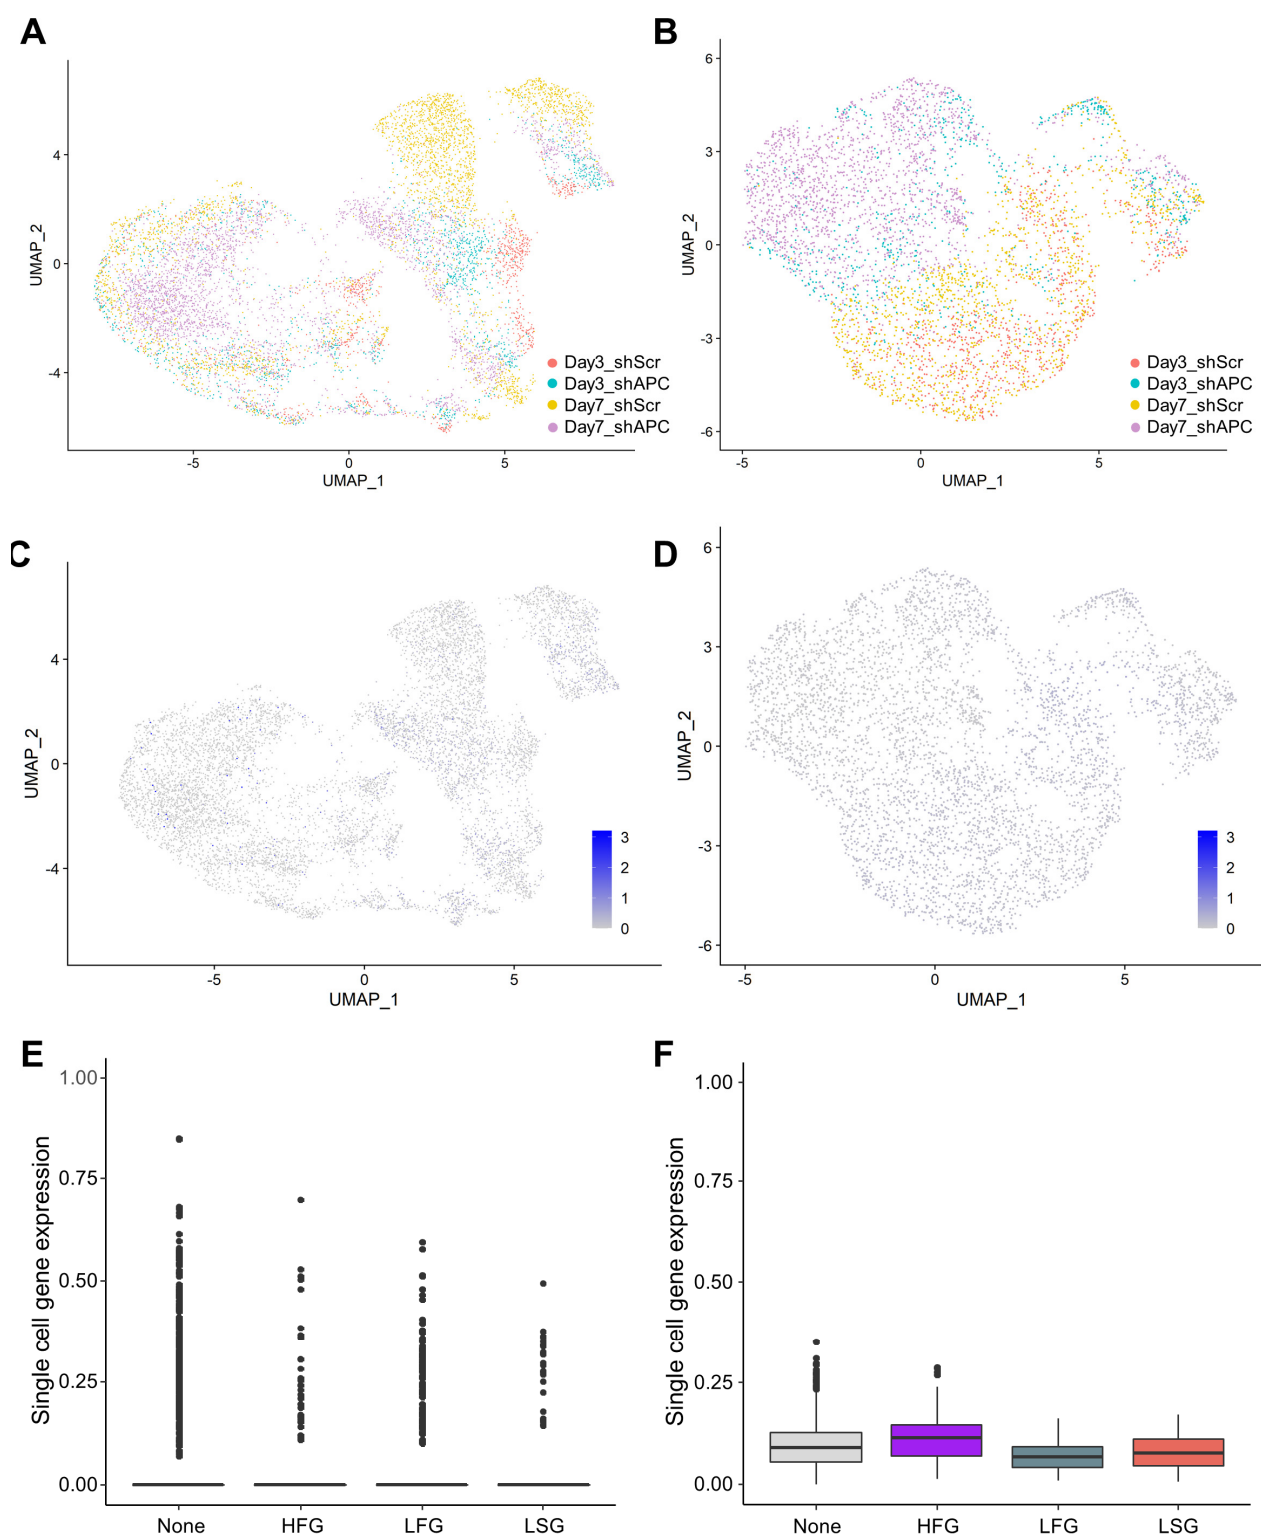

**Supplementary Figure S8. Comparison of APC expression level before and after single cell data imputation with DCA.** With single cell data before imputation, (A) the sample information, (C) APC expression level distribution in umap, and (E) box plot of APC expression level in four groups are

presented. After imputation, **(B)** the sample information, **(D)** APC expression level distribution in umap, and **(F)** box plot of APC expression level in four groups are changed.

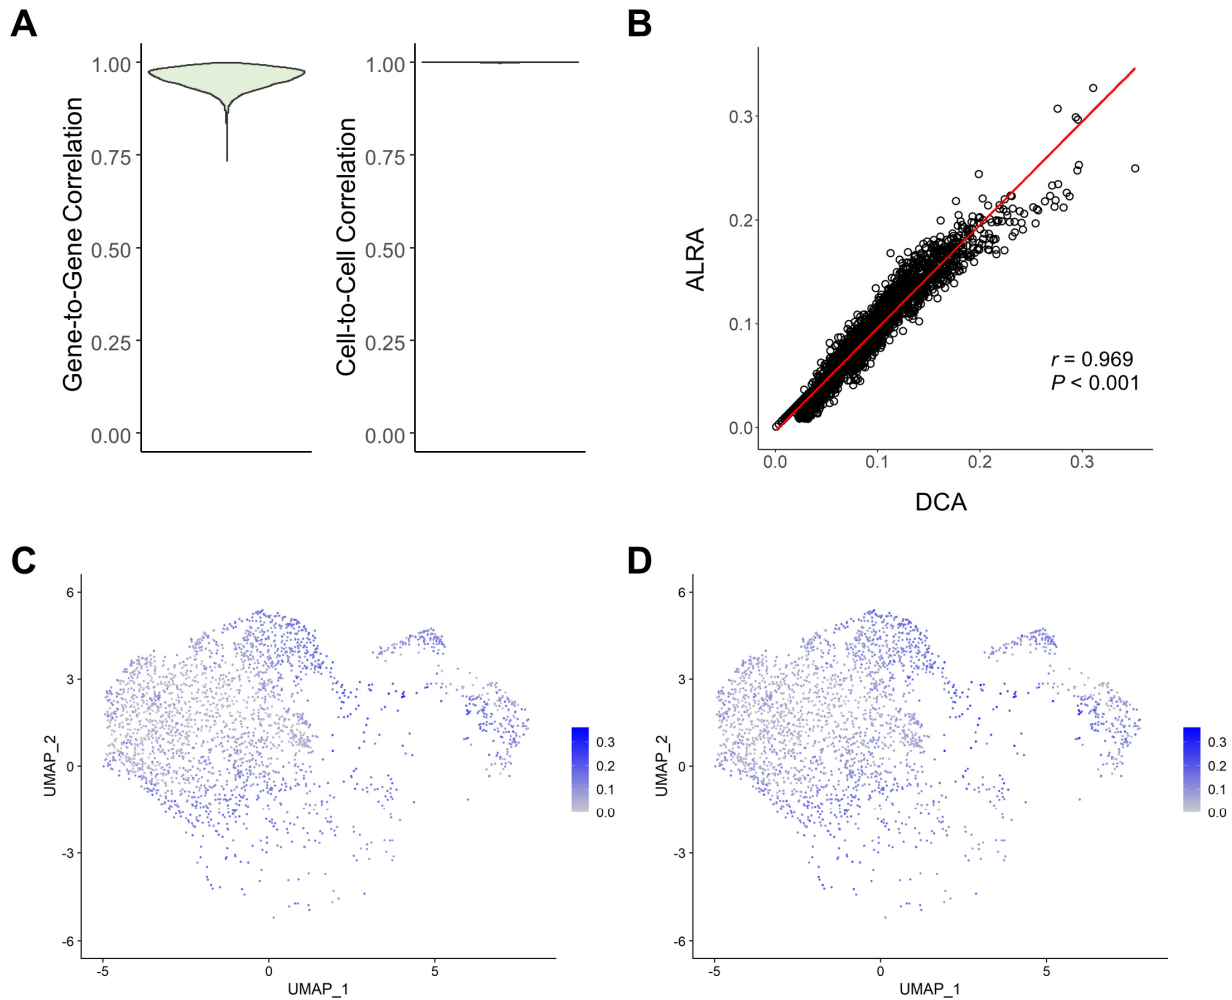

**Supplementary Figure S9. Comparison of the results of different single cell data imputation approaches, ALRA and DCA. (A)** Both gene-to-gene and cell-to-cell correlation between ALRA imputed data and DCA imputed data are high. **(B)** APC levels of ALRA imputed data and those of DCA imputed data are highly correlated, and APC level distribution patterns are similar **(C)** in ALRA imputed data and **(D)** in DCA imputed data.

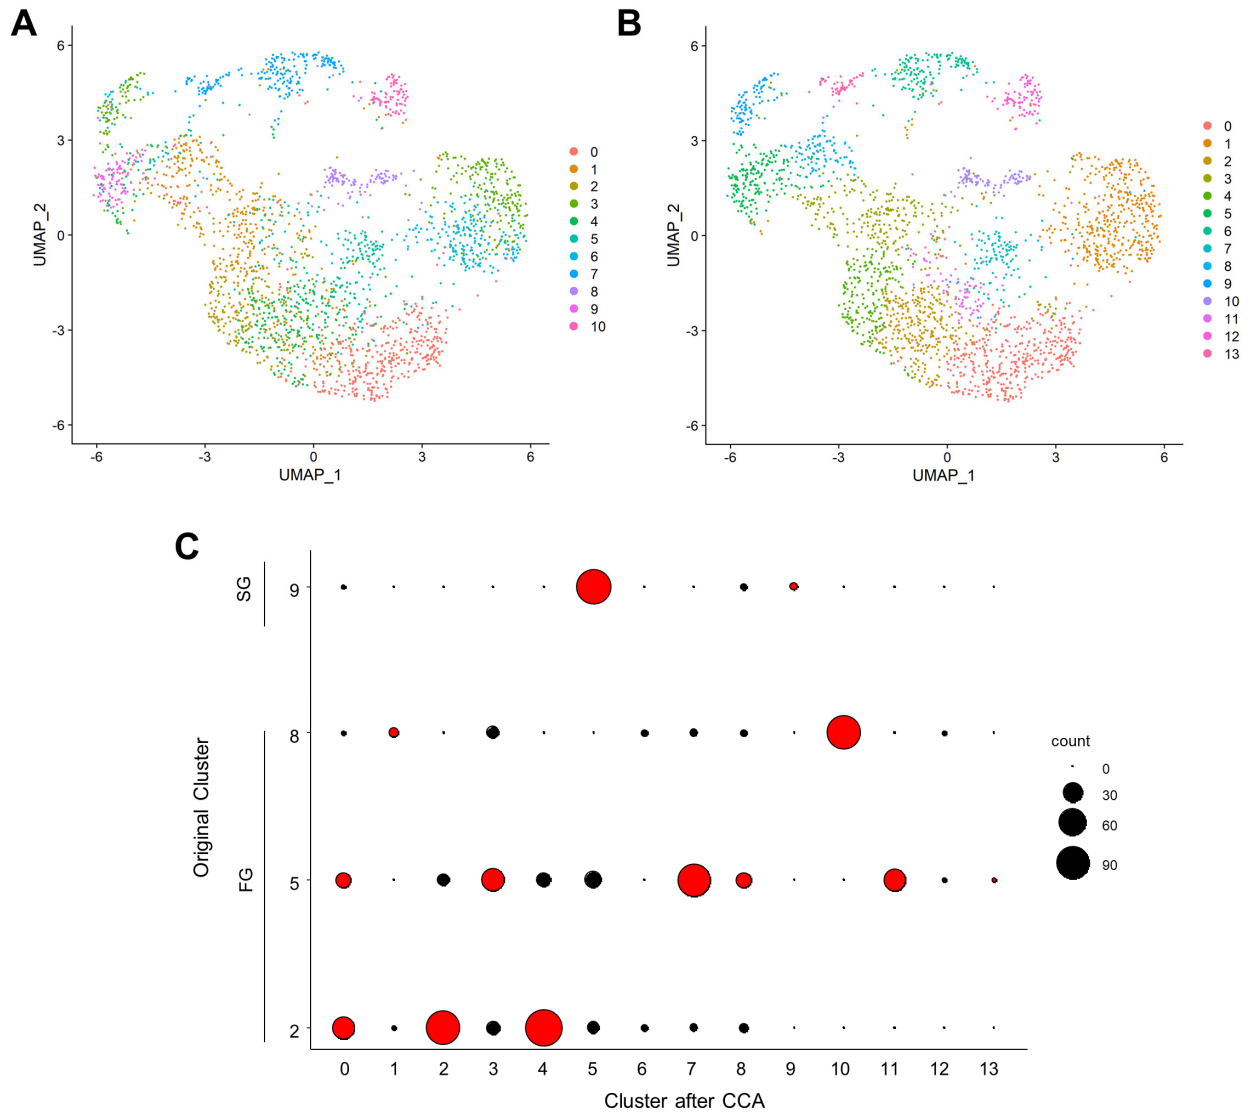

**Supplementary Figure S10. Comparison of the results of different single cell data integration approaches, ComBat and CCA.** Unsupervised clustering results with resolution of one with single cell data imputed with **(A)** ComBat, and **(B)** CCA. **(C)** Clusters of SG and FG are mapped to the clusters after running CCA (red: hypergeometric p value < 0.001). SG cluster and FG clusters are statistically discriminated even after using different integration process.

## 2 Supplementary Tables

**Supplementary Table S1. Single-cell RNA sequencing data statistics.** (Chemistry: v2 Chemistry (Chromium Single Cell 3'), pipeline: Cell Ranger v3.0.0, and reference: GRCh38).

| Sample                                       | Day3_shScr  | Day3_shAPC  | Day7_shScr  | Day7_shAPC  |
|----------------------------------------------|-------------|-------------|-------------|-------------|
| Estimated Number of Cells from Cell Ranger   | 1,471       | 1,047       | 3,652       | 3,035       |
| Mean Reads per Cell                          | 139,538     | 199,228     | 57,356      | 76,108      |
| Median Genes per Cell                        | 4,076       | 5,900       | 909         | 3,592       |
| Total Raw Reads                              | 205,261,053 | 208,592,607 | 209,464,762 | 230,990,109 |
| Mapping Rate to the GRCh38 Transcriptome (%) | 68.6        | 66.1        | 74.5        | 71.2        |
| Sequencing Saturation (%)                    | 55.0        | 59.3        | 49.3        | 50.9        |
| Final No. of Cells Analyzed post-processing  | 807         | 677         | 1,309       | 1,964       |
| Total Genes post-processing                  | 15,506      | 15,506      | 15,506      | 15,506      |
| Mean Genes per cell post-processing          | 3167.672    | 3413.707    | 3302.426    | 3305.489    |
| Mean UMIs per cell post-processing           | 15427.76    | 15427.76    | 15497.11    | 15489.87    |

**Supplementary Table S2. Characteristics of clusters in scRNA-seq.** Eleven clusters produced by unsupervised clustering are labeled with four criteria according to cell cycle phase, growth state, and APC level of each cluster's majority cell population. HFG for APC high and fast growth; LFG for APC low and fast growth; LSG for APC low and slow growth; None for everything else.

| Cluster  | Cell phase |           |           | Growth     |          | APC level    | Criteria   |
|----------|------------|-----------|-----------|------------|----------|--------------|------------|
|          | G1         | G2M       | S         | Arr        | NArr     |              |            |
| 0        | 384        | 21        | 6         | 209        | 202      | 0.059        | None       |
| 1        | 233        | 102       | 42        | 79         | 298      | 0.122        | None       |
| 2        | 253        | 19        | 19        | 28         | 263      | 0.081        | LFG        |
| 3        | 211        | 66        | 9         | 68         | 218      | 0.141        | None       |
| 4        | 205        | 22        | 35        | 58         | 204      | 0.060        | None       |
| 5        | 201        | 42        | 8         | 40         | 211      | 0.063        | LFG        |
| 6        | 215        | 23        | 4         | 60         | 182      | 0.090        | None       |
| 7        | 117        | 51        | 36        | 17         | 187      | 0.112        | HFG        |
| 8        | 113        | 3         | 4         | 4          | 116      | 0.062        | LFG        |
| <b>9</b> | <b>1</b>   | <b>89</b> | <b>17</b> | <b>106</b> | <b>1</b> | <b>0.080</b> | <b>LSG</b> |
| 10       | 79         | 3         | 8         | 33         | 57       | 0.109        | None       |

**Supplementary Table S3. Differential markers for each cluster in scRNA-seq.** Differential marker genes for the eleven identified clusters were detected. (logfc threshold: 0.25, Wilcoxon Rank Sum p value < 0.005) The ten most statistically significant markers for each cluster are taken here.

| Cluster | Gene      | avg_logFC | p_val_adj | Cluster | Gene     | avg_logFC | p_val_adj |
|---------|-----------|-----------|-----------|---------|----------|-----------|-----------|
| 0       | LAMA4     | 0.276798  | 2.58E-131 | 6       | RHOQ     | 0.267369  | 4.71E-81  |
| 0       | TP53INP1  | 0.268599  | 2.34E-129 | 6       | SNHG18   | 0.256007  | 9.64E-81  |
| 0       | MT-ND1    | 0.287028  | 9.24E-128 | 6       | SOX4     | 0.27998   | 5.05E-79  |
| 0       | MTRNR2L8  | 0.274083  | 1.88E-127 | 6       | ARL4C    | 0.254696  | 5.49E-79  |
| 0       | MT-ND4    | 0.303578  | 1.80E-120 | 6       | PSAT1    | 0.300172  | 8.51E-78  |
| 0       | STOM      | 0.355918  | 1.06E-116 | 6       | MEG3     | 0.328678  | 1.85E-66  |
| 0       | SLC7A11   | 0.398774  | 9.63E-115 | 6       | SERPINH1 | 0.262875  | 4.76E-62  |
| 0       | GABARAPL1 | 0.307075  | 7.21E-111 | 6       | INHBA    | 0.301912  | 7.83E-48  |
| 0       | SNHG25    | 0.263453  | 3.31E-92  | 7       | UBL5     | 0.29623   | 7.85E-55  |
| 0       | SNHG19    | 0.264591  | 1.29E-60  | 7       | LAPTM4A  | 0.293765  | 1.35E-50  |
| 1       | BOLA3     | 0.320833  | 4.52E-102 | 7       | NCL      | 0.356122  | 5.14E-50  |
| 1       | PPP1R14B  | 0.361448  | 6.37E-101 | 7       | HSPD1    | 0.358793  | 9.70E-47  |
| 1       | CAV2      | 0.322066  | 7.05E-97  | 7       | CALD1    | 0.300563  | 9.29E-45  |
| 1       | RPL22L1   | 0.495301  | 9.53E-97  | 7       | SRSF7    | 0.279495  | 1.41E-44  |

Supplementary Material

|   |          |          |           |    |          |          |          |
|---|----------|----------|-----------|----|----------|----------|----------|
| 1 | SET      | 0.304789 | 4.37E-90  | 7  | HSPA8    | 0.258485 | 4.06E-43 |
| 1 | PTMA     | 0.326851 | 5.74E-79  | 7  | HINT1    | 0.303036 | 4.87E-43 |
| 1 | COL8A1   | 0.414476 | 8.70E-79  | 7  | CDA      | 0.250103 | 6.90E-40 |
| 1 | LSM5     | 0.251083 | 1.16E-68  | 7  | MICA     | 0.25808  | 2.72E-33 |
| 1 | CAP1     | 0.253108 | 4.58E-55  | 8  | RPSA     | 0.270326 | 4.97E-43 |
| 1 | FBN2     | 0.332803 | 2.34E-41  | 8  | EIF3D    | 0.32709  | 2.19E-42 |
| 2 | ABLIM3   | 0.319336 | 2.85E-110 | 8  | RPS7     | 0.262734 | 1.91E-41 |
| 2 | CXCL5    | 0.391902 | 1.69E-94  | 8  | RPS4Y1   | 0.324672 | 2.09E-41 |
| 2 | CXCL6    | 0.430199 | 2.35E-92  | 8  | EEF1D    | 0.270691 | 9.41E-37 |
| 2 | CSF3     | 0.285308 | 3.74E-73  | 8  | TMSB4X   | 0.336107 | 1.15E-36 |
| 2 | MAP2     | 0.345469 | 8.97E-72  | 8  | ATP5MC2  | 0.275294 | 2.09E-35 |
| 2 | HMGA2    | 0.342082 | 1.35E-56  | 8  | PABPC1   | 0.273345 | 2.85E-29 |
| 3 | FBN1     | 0.288627 | 3.29E-90  | 8  | NPM1     | 0.399734 | 1.74E-28 |
| 3 | COL5A2   | 0.28252  | 1.22E-89  | 8  | EEF2     | 0.257825 | 9.25E-18 |
| 3 | CCDC85B  | 0.264529 | 3.17E-86  | 9  | CAMK2N1  | 0.298734 | 1.18E-34 |
| 3 | SFRP1    | 0.384911 | 2.91E-82  | 9  | SMTN     | 0.273041 | 3.80E-33 |
| 3 | ELL2     | 0.28107  | 2.05E-53  | 9  | ACTN4    | 0.256053 | 1.93E-31 |
| 3 | KRTAP2-3 | 0.300618 | 2.83E-52  | 9  | ANP32B   | 0.262526 | 9.93E-31 |
| 3 | THY1     | 0.253666 | 4.08E-49  | 9  | HNRNPA3  | 0.285988 | 1.17E-30 |
| 3 | CD59     | 0.262299 | 1.75E-47  | 9  | LSM3     | 0.262333 | 3.22E-30 |
| 3 | CAV1     | 0.279052 | 1.54E-44  | 9  | SPATS2L  | 0.269876 | 5.79E-29 |
| 3 | SH3BGRL3 | 0.253948 | 8.80E-31  | 9  | TAGLN2   | 0.301299 | 3.80E-28 |
| 4 | PGAM1    | 0.276155 | 1.15E-67  | 9  | SURF4    | 0.276957 | 5.49E-25 |
| 4 | DCBLD2   | 0.42125  | 1.43E-64  | 9  | ACTB     | 0.250045 | 2.33E-17 |
| 4 | CKAP4    | 0.292117 | 2.74E-64  | 10 | G0S2     | 0.421849 | 8.50E-25 |
| 4 | CALU     | 0.271154 | 7.15E-58  | 10 | TPM1     | 0.476125 | 4.34E-23 |
| 4 | SMURF2   | 0.29846  | 2.51E-54  | 10 | IFIT3    | 0.341605 | 1.76E-22 |
| 4 | KRTAP1-5 | 0.409582 | 8.83E-54  | 10 | UAP1     | 0.253511 | 1.84E-22 |
| 4 | CRIM1    | 0.302253 | 1.32E-53  | 10 | ERRFI1   | 0.405864 | 1.93E-22 |
| 4 | OGFRL1   | 0.251152 | 1.73E-50  | 10 | MRPL57   | 0.250089 | 1.70E-19 |
| 4 | AHNAK    | 0.255319 | 6.28E-40  | 10 | VCAM1    | 0.26849  | 1.21E-18 |
| 4 | DAB2     | 0.282765 | 2.41E-33  | 10 | SLC7A5   | 0.263164 | 7.20E-18 |
| 6 | TTC3     | 0.311125 | 6.92E-88  | 10 | CDC42EP3 | 0.251517 | 1.03E-14 |
| 6 | MMP14    | 0.323888 | 5.19E-82  | 10 | CLIC4    | 0.263064 | 8.80E-14 |

**Supplementary Table S4. Bulk RNA-seq dataset related to APC and its target genes and cell cycle related genes.** Relative levels of APC and CCND1 are low in APC deficient cells, HCEC-1CT-A, and those of MYC, AXIN2 and other genes were high.

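APC, the depleted gene, is listed by its symbol in the bulk RNA-seq files and lies on chromosome 5 from 112707518 to 112846239 in GRCh38. It has 417, 363 and 363 counts in the 1CT libraries and 351, 342 and 433 counts in the deeper 1CT-A libraries. After TMM normalization this is 47.2 ± 2.87 CPM (SD, n = 3) in 1CT and 31.5 ± 2.22 CPM (SD, n = 3) in 1CT-A. The log2 fold change is -0.58 (standard error 0.09, adjusted p = 1.8e-04 over all genes and 3.7e-05 over the genes of Supplementary Table S4, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it is -0.58 (edgeR adjusted p = 2.9e-04), and with each library left out in turn it stays between -0.63 and -0.53. As a fold change this is 0.668, and the paper's reported value is 0.681. The log2 fold changes of the 188 genes of chromosome 5 from its start to PRR16 with a mean of at least 10 CPM, a stretch that holds APC, have a median of 0.03 relative to all genes after a trend with GC content is removed. MYC, on chromosome 8 from 127735434 to 127742951, is at 7.28 ± 2.09 CPM (SD, n = 3) in 1CT and 17.9 ± 2.87 CPM (SD, n = 3) in 1CT-A. Its log2 fold change is 1.29 (standard error 0.19, edgeR adjusted p = 1.2e-04), and 1.08 to 1.43 with each library left out in turn. The fold change of MYC is 2.44, with 2.482 as the paper's reported value. AXIN2 has 1 count in each 1CT library and 9, 1 and 5 counts in the 1CT-A libraries, which is too few for the test (exact permutation test, two-sided, p = 0.4). Against the limit of 3 counts it is at least 1.15-fold higher in 1CT-A, but without 1CT-A replicate 1 the mean of 1CT-A is below that limit. In a fit without a filter on low counts its log2 fold change is 1.72 (standard error 1.02, edgeR adjusted p = 0.184), and the paper's reported fold change is 2.242.

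**Figure D3:**
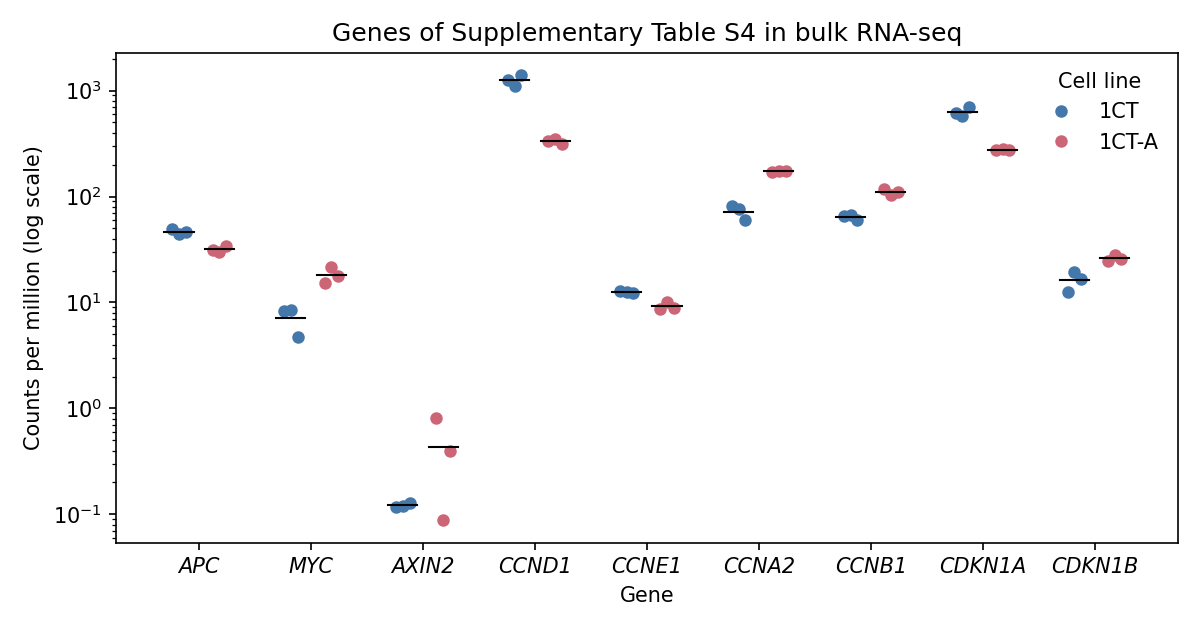
CPM, here scaled to the total counts of each library without TMM, on a log scale for the 9 genes of Supplementary Table S4, with a point for each of the 3 libraries of 1CT (blue) and of 1CT-A (red) and a line at each mean. The libraries of the 2 cell lines are separate for 8 of the genes and overlap for AXIN2, whose points in 1CT stand for 1 count each.

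Among the cyclins, CCND1 on chromosome 11 from 69641156 to 69654474 has the largest difference, 1275 ± 159 CPM (SD, n = 3) in 1CT and 328 ± 15.7 CPM (SD, n = 3) in 1CT-A. Its log2 fold change is -1.96 (standard error 0.09, edgeR adjusted p = 2.6e-09). The fold change is 0.257, and the paper's reported value is 0.262. CCNE1 falls from 12.6 ± 0.22 CPM (SD, n = 3) to 9.05 ± 0.66 CPM (SD, n = 3), a log2 fold change of -0.48 (standard error 0.13, edgeR adjusted p = 0.00891). CCNA2 rises from 73.0 ± 10.2 CPM (SD, n = 3) to 171 ± 1.01 CPM (SD, n = 3), a log2 fold change of 1.22 (standard error 0.09, edgeR adjusted p = 3.4e-07). CCNB1 rises from 64.6 ± 3.07 CPM (SD, n = 3) to 109 ± 8.49 CPM (SD, n = 3), a log2 fold change of 0.75 (standard error 0.08, edgeR adjusted p = 8.8e-06). The paper's reported fold changes are 0.731 for CCNE1, 2.380 for CCNA2 and 1.715 for CCNB1, and the values here are 0.716, 2.34 and 1.68. With the replicate number as a block, the log2 fold changes of CCND1, CCNE1, CCNA2 and CCNB1 are -1.95, -0.48, 1.23 and 0.75. For APC, MYC and the cyclins, every 1CT-A library lies on the same side of every 1CT library (exact permutation test, two-sided, p = 0.1, which is the smallest p for 3 libraries against 3). Adjustment over the genes of the table alone leaves each of the 8 tested genes under 0.05, 4 higher and 4 lower, as adjustment over all genes does.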

| Gene symbol | Fold Change | p-value |
|-------------|-------------|---------|
| APC         | 0.681       | 0.002   |
| MYC         | 2.482       | 0.006   |
| AXIN2       | 2.242       | 0.242   |
| CCND1       | 0.262       | 0.001   |
| CCNE1       | 0.731       | 0.001   |
| CCNA2       | 2.380       | 0.000   |
| CCNB1       | 1.715       | 0.270   |
| CDKN1A      | 0.435       | 0.001   |
| CDKN1B      | 1.604       | 0.009   |

**Supplementary Table S5. GO term analysis of target genes of CCDC85B.** 512 target genes of CCDC85B are participants of essential biological processes such as cellular metabolic process and translational process. The shared 124 target genes between CCDC85B and APC are mostly found in metabolic process (FDR<0.001, fold enrichment>1.5).

| GO biological process complete                                | Fold enrichment | FDR      |
|---------------------------------------------------------------|-----------------|----------|
| cellular metabolic process (GO:0044237)                       | 1.53            | 5.31E-15 |
| cellular nitrogen compound metabolic process (GO:0034641)     | 1.95            | 8.28E-14 |
| macromolecule metabolic process (GO:0043170)                  | 1.58            | 9.92E-13 |
| nitrogen compound metabolic process (GO:0006807)              | 1.52            | 1.72E-12 |
| nucleobase-containing compound metabolic process (GO:0006139) | 2.02            | 2.42E-12 |
| heterocycle metabolic process (GO:0046483)                    | 1.97            | 3.05E-12 |
| nucleic acid metabolic process (GO:0090304)                   | 2.15            | 4.31E-12 |
| gene expression (GO:0010467)                                  | 2.19            | 4.66E-12 |
| cellular macromolecule metabolic process (GO:0044260)         | 1.64            | 1.06E-11 |
| cellular aromatic compound metabolic process (GO:0006725)     | 1.93            | 1.41E-11 |
| RNA metabolic process (GO:0016070)                            | 2.35            | 4.23E-11 |
| organic cyclic compound metabolic process (GO:1901360)        | 1.8             | 1.86E-09 |
| cellular protein metabolic process (GO:0044267)               | 1.71            | 1.91E-09 |
| translation (GO:0006412)                                      | 3.88            | 7.50E-09 |
| cellular nitrogen compound biosynthetic process (GO:0044271)  | 2.22            | 9.46E-09 |
| cellular macromolecule biosynthetic process (GO:0034645)      | 2.17            | 1.32E-08 |
| protein targeting (GO:0006605)                                | 3.9             | 2.10E-08 |
| peptide biosynthetic process (GO:0043043)                     | 3.65            | 3.24E-08 |
| RNA catabolic process (GO:0006401)                            | 4.64            | 4.11E-08 |
| macromolecule biosynthetic process (GO:0009059)               | 2.1             | 4.18E-08 |
| RNA processing (GO:0006396)                                   | 2.61            | 4.58E-08 |
| ncRNA processing (GO:0034470)                                 | 3.53            | 6.34E-08 |
| peptide metabolic process (GO:0006518)                        | 3.21            | 6.37E-08 |

How the deposited data were processed for this re-analysis (not part of the article)

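The bulk RNA-seq dataset holds 3 libraries of 1CT, an immortalized human colon epithelial cell line, and 3 of 1CT-A, its wild type APC depleted version. The authors deposited 1 file per library with raw counts, the number of reads counted on each gene symbol as whole numbers, without normalization and without pooling of replicates. According to the sample labels the libraries are QuantSeq 3′ libraries from 500 ng of total RNA, sequenced on an Illumina NextSeq instrument, and the paper names Ebiogen as the service. The aligner, the counting tool, the genome build, the annotation and any filter on reads are not named in the paper's text or in the labels. Whether the counting used the strand is not named either, so genes that overlap on the genome are uncertain. The single cell RNA-seq, growth, siRNA and qRT-PCR experiments of the paper are not analysed here.

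Each file has 25737 entries for 24462 different symbols. The 286 symbols entered repeatedly take up 1561 entries and 1.46% of all counts, and their counts were added together. For positions, 22540 symbols (92.1%) were matched to GENCODE release 44 on GRCh38, directly or through older symbols. The build behind the authors' counts is not stated, so coordinates describe the annotation used here and not the authors' counting. The totals run from 7788679 to 8452258 in 1CT and from 11158108 to 12602988 in 1CT-A, so the 1CT-A libraries are deeper by a factor of 1.43 on average. In the 1CT libraries 16393 to 16635 symbols have at least 1 count, and in the 1CT-A libraries 15653 to 15769. The 10 symbols with the most counts take 12.8% to 13.4% of a 1CT library and 9.35% to 9.55% of a 1CT-A library. A value was taken as visible from 3 counts upward, and a fold change against a cell line with at most 3 counts in every library was computed against that floor and given as a lower bound. Differences between replicates of a cell line were larger than counting noise alone, with a chi-square per degree of freedom between 3.11 and 9.00, so no library is a copy of another.

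The main fit used edgeR 4.0.16 in R 4.3.3, with TMM normalization (factors from 0.976 to 1.02), the filterByExpr filter with a minimum count of 10, the quasi-likelihood test of 1CT-A against 1CT without a block, and Benjamini-Hochberg adjustment over the 12514 genes tested. The common dispersion was 0.00733. Standard errors of edgeR's log2 fold changes were taken back from the test, as the absolute log2 fold change divided by the square root of its F statistic. They were not estimated separately and may be too small where a cell line has few counts. Genes were called at an adjusted p under 0.05, and a separate count used the thresholds of the paper's methods, a fold change of at least 2 and an unadjusted p under 0.01. CPM values of single genes in the text are TMM-normalized means with their SD over 3 libraries. Those of the olfactory receptor genes and of the limit of 3 counts are scaled to the total counts of each library without TMM. Exact permutation tests of single genes were two-sided. An exact permutation test of 3 libraries against 3 cannot go below p = 0.1, so the calls rest on the model fitted across all genes.

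Genes named in the text follow a rule fixed before the data were examined. They are the genes of Supplementary Table S4, the target candidates, the FG and SG regulon transcription factors and the qRT-PCR genes that the paper names, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the cell lines. Genes named outside this rule were picked after the data were seen, as close copies of a named gene, as matches of the sequences of Tables 1 and 2, as ends of a chromosome segment, as nuclear RNAs, or for their values, and the text says so of the last. Gene sets were tested with camera of limma 3.58.1 on voom values, two-sided, with an inter-gene correlation of 0.01 and adjustment over 8 sets. The S phase and G2/M phase lists are those of Seurat 5.3.0, and the other lists are taken from the paper's text and Supplementary Table S3, apart from 20 Wnt/β-catenin target genes listed before the data were examined. Random gene lists matched on size and mean expression were drawn 10000 times.

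The pairing used in the fits with a replicate block comes only from the numbers 1 to 3 that the sample labels give to both cell lines. Same-numbered libraries did not deviate together (mean correlation -0.0274 across the 8231 genes with a mean of at least 10 CPM). The alternatives were DESeq2's size factors within edgeR, library size only, no filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, the replicate block, an adjusted p threshold of 0.01, and each library left out in turn. For the count at the paper's thresholds, the per-gene two-tailed test named in the paper's methods was also run on log2(CPM + 1) with equal and with unequal variances, on quantile-normalized values, and with a pseudocount of 0.1. Added after the data were seen were upper-quartile normalization, the per-gene test without a filter, also without TMM and on quantile-normalized values, the per-gene tests of the number of genes with an adjusted p under 0.05, leaving out genes with repeated symbols, genes with a mean of at least 10 CPM, genes with a mean of at least 50 CPM, and removal of a loess trend of the log2 fold change with the GC content of the last 500 bases of each gene's longest transcript, after which the median over all genes was set back to its value before. Setting the median back was decided after the values without it had been seen, and both are given. GC content was known for 12242 (97.8%) of the tested genes.

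The tests were run on simulated data before the real comparison, with counts drawn from the real means and library sizes and 200 of 12644 genes changed by known folds. The dispersion was set by hand in a first run, in which edgeR recovered fewer genes. It was then replaced by the estimated common dispersion, the same for every gene, which the values below use. Genes were counted as recovered at an adjusted p under 0.05. edgeR recovered 199 of the 200 and made 12 false calls, limma-voom recovered 199, DESeq2 recovered 192 and the per-gene test recovered 121. With no gene changed, none of the 4 made a call.

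Chromosome positions were scanned over the 8156 tested genes with a mean of at least 10 CPM and a known position and GC content, in windows of 40 neighbouring genes. The sequences of Table 1 and Table 2 were matched to GRCh38 and to the GENCODE release 44 transcripts, exactly and with up to 2 mismatches for the siRNAs, with coordinates counted from 1. Sequences were matched in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.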

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

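The tests of depth, of copy number and of a background like that of the olfactory receptor genes for TERT, and every test of the segment of chromosome 5, were chosen after the result was seen. The nuclear RNAs compared with MALAT1 were listed after its values but before their own were seen. The close copies of AKR1C1 were picked after the data were seen. The other tests were written down before their results. The paper's text gives no bulk level for the genes, the gene family or the region below, so each stands out as a signal outside the genes it reports on. The only difference between the samples that the design gives is the cell line, 1CT against 1CT-A, so APC depletion cannot be separated from any other difference between the 2 lines, and no sequencing batch is given.

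TERT, chosen after its values were seen, has 31, 21 and 58 counts in the 1CT libraries and 0 in every 1CT-A library. Against the floor of 3 counts it is at least 18.3-fold lower in 1CT-A, and at least 12.4-fold to 22.4-fold lower with each library left out in turn. The paper mentions that 1CT has hTERT manipulation but does not report its level. Depth does not account for the difference, since 158 counts would be expected in the 1CT-A libraries at the rate of 1CT. If its counts in 1CT were a background that differs as much as the olfactory receptor genes do, 59.2 counts would be expected in 1CT-A, so a background of that size does not account for it. Of 2821 genes with a similar number of counts in 1CT, 8 (0.284%) have a fitted fall as large and 16 have 0 counts in every 1CT-A library, but a ranking of fitted falls at 0 counts cannot tell, so a background that differs more at this gene is not excluded. A loss of this end of chromosome 5 does not account for it either, since the 10 nearest genes have a median log2 fold change of 0.15 relative to all genes. A candidate explanation that these values leave open is a difference between the lines in the introduced hTERT or in transcription of the gene itself, which counts per gene cannot tell apart. A different origin of the lines was not tested.

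In a scan of the 8156 genes with a mean of at least 10 CPM and a known position, the lowest 8 of 374 windows of 40 neighbouring genes all lie on chromosome 5. The best single step on this chromosome falls after PRR16, and the 207 genes from SRFBP1 at 121961975 to GNB2L1, which ends at 181248096, have a median log2 fold change of -0.35 relative to all genes. Of these, 167 (80.7%) are below the median of all genes once a trend with GC content is removed, and the 188 genes before the step have a median of 0.03 then. When genes are shuffled over all chromosomes and the best step is searched each time, p is 0.001, the smallest that 1000 shuffles can give. The median is -0.40 after the GC trend is removed and -0.35 among the 115 genes of the segment with a mean of at least 50 CPM, so neither GC content nor a background of low counts removes it. It is below 0 in 9 of 9 pairs of a 1CT-A and a 1CT library, from -0.40 to -0.31, so no single library carries it. A copy number difference between the lines may be behind the shift, but a loss was predicted to give a median between -0.5 and -1, and the observed -0.40 is a smaller shift than that, while the lowest of 3520 stretches of as many genes on other chromosomes is -0.09. The segment can therefore not be told apart from a loss in part of the cells or from a shared regulation of its genes. APC lies before the step, and PTTG1 lies within the segment with a log2 fold change of 0.16.

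KRBOX1 stands out as one of the largest falls among genes with a mean of at least 10 CPM over the 6 libraries, at least 105-fold lower in 1CT-A against the floor. It cannot be ranked against TLR4, which is at least 95.8-fold lower, since both values are lower bounds. KRBOX1 has 241, 211 and 191 counts in 1CT and 1, 0 and 0 counts in 1CT-A. The 1CT-A libraries hold more counts in all, so fewer reads do not account for it. Its mean of 26.5 CPM in 1CT is above the 15.8 CPM, scaled without TMM, of the whole olfactory receptor family together there. No other explanation was tested for this gene.

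AKR1C1 has the largest rise among genes with a mean of at least 10 CPM over the 6 libraries, a log2 fold change of 3.94, which stays between 3.79 and 4.05 with each library left out in turn. Reads shared between near-identical genes can move counts from 1 copy to another, but AKR1C1, AKR1C2, AKR1C3 and AKR1C4 are all higher in 1CT-A, with log2 fold changes of 3.94, 3.14 and 1.76 for the first 3, and with at most 2 counts per 1CT library against 29, 34 and 35 counts in 1CT-A for AKR1C4. The counts therefore show a rise of the group and leave the share of each gene uncertain. A biological explanation other than the cell line was not tested.

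The 1CT libraries detect more symbols than the 1CT-A libraries although they are less deep. After every library is thinned to 7788679 counts, the fewest symbols in a 1CT library are 16393 and the most in a 1CT-A library are 15308, so depth is not the reason. The 399 olfactory receptor genes together have a mean of 15.8 CPM in 1CT and 5.93 CPM in 1CT-A, a ratio of 2.66, and every 1CT library is above every 1CT-A library. This is consistent with a larger background of reads from genomic DNA or unspliced RNA in the 1CT libraries, which the counts cannot tell apart from each other. Such a background may add falls among low genes when 1CT-A is compared with 1CT.

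MALAT1, chosen after its values were seen, has a log2 fold change of -2.60, from 13136 ± 262 CPM (SD, n = 3) in 1CT to 2164 ± 92.6 CPM (SD, n = 3) in 1CT-A. It is a nuclear RNA, so more nuclear RNA in the 1CT libraries is a possible explanation. As RNAs retained in the nucleus, 8 others were listed once the values of MALAT1 but not their own had been seen. Of these, 5 have enough counts to be tested. In edgeR's quasi-likelihood test 3 of the 5 are lower in 1CT-A at an adjusted p under 0.05 (NEAT1 at -1.64, KCNQ1OT1 at -1.92 and MEG3 at -2.33). The other 2, OIP5-AS1 at 0.25 and TUG1 at -0.17, are not called, so the RNAs do not all move with MALAT1. Where each listed RNA lies in these cells was not measured. The 2 that are not called therefore cannot decide whether nuclear RNA as a whole is lower. More nuclear RNA in the 1CT libraries stays open, as does a difference that reaches only some of these RNAs.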

How the results depend on the processing

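The main settings and most alternatives were chosen before the data were examined. Added after seeing the data were the settings that leave out repeated symbols, keep genes with a mean of at least 10 or at least 50 CPM, or remove the GC trend, upper-quartile normalization, the per-gene tests without a filter, and the per-gene tests of the number of genes with an adjusted p under 0.05. For 52 results, 741 alternative values were computed. Of these, 700 kept their direction and their side of the threshold or stayed within the range taken as unchanged, 10 became weaker, 7 became stronger, 24 moved and 0 reversed. Lower bounds against the floor were not checked for a reversal. That of AXIN2 went from 1.15 to 0.642 without 1CT-A replicate 1 and is counted as unchanged.

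The number of genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test stayed within 1.5 times the main 6388 under every alternative planned for it, from 4671 with an adjusted p threshold of 0.01 to 7238 without a filter. Of those added later, the per-gene test with unequal variances gave 3057 (1336 higher and 1721 lower), and without a filter on quantile-normalized values the per-gene test gave 4106 (2018 higher and 2088 lower), both further away. The other per-gene tests gave 4486 to 4843, upper-quartile normalization gave 6342, and genes with a mean of at least 10 CPM gave 4515, with 2584 higher and 1931 lower. The balance of directions depends on the scaling and the filter, with 3441 higher and 3014 lower with library size only, 3674 and 3564 without a filter, and 2681 and 3661 with upper-quartile normalization. Across the 6 fits that each left out 1 library the number was between 5364 and 6551. In these fits 5239 to 5881 of the 6388 genes were kept, 507 to 1121 lost significance, 0 changed sign and up to 28 were no longer tested. With the replicate number as a block, 6091 genes passed (2993 higher and 3098 lower), 6000 of the 6388 were kept, 388 were lost and 0 changed sign. The pairing behind that block has no visible trace in the data, with a mean correlation of -0.0274, but a weak pairing is not excluded. Whether a call lost there marks a weaker effect is therefore left open.

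The number of genes at the paper's thresholds depends more on the processing. The main 1676 (475 higher and 1201 lower) became 1009 with at least 10 counts required in every library (317 higher and 692 lower). The per-gene two-tailed test named in the paper's methods gave 1134 with equal variances (313 higher and 821 lower), 943 with unequal variances (232 higher and 711 lower) and 1064 on quantile-normalized values (410 higher and 654 lower). Quantile normalization thus moved the share of lower genes in the per-gene test from 72.4% to 61.5%. Genes with a mean of at least 10 CPM gave 555 (236 higher and 319 lower). In the simulated data the per-gene test also found fewer genes at an adjusted p under 0.05, 121 of the 200 changed genes against 199 for edgeR. That is another threshold than the paper's, and every simulated gene had the same dispersion. Whether this lower recovery causes the differences between the tests in the real data was not tested. Without a filter, the per-gene test gave 1154 (361 higher and 793 lower), 1147 when TMM was left out too (352 higher and 795 lower), and 1085 on quantile-normalized values (398 higher and 687 lower). The other alternatives gave 1321 with a pseudocount of 0.1 in the per-gene test, 1565 with DESeq2, 1589 with the GC trend removed, 1592 when the median was not set back after that (626 higher and 966 lower), 1659 with library size only, 1668 without repeated symbols, 1673 with the block, 1676 with DESeq2's size factors in edgeR, 1694 with limma-voom, 1720 with upper-quartile normalization and 2188 without a filter. Across the 6 fits that each left out 1 library, the number was between 1625 and 1803.

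APC, MYC, CCND1, CCNE1, CCNA2, CCNB1, CDKN1A and CDKN1B kept their direction under each of the 15 alternatives run for them, and an adjusted p under 0.05 under the 14 that give one. The mean log2 fold changes of the S phase and G2/M phase lists stayed past the threshold under each of 10 alternatives, from 0.85 to 0.91 and from 0.82 to 0.88. The mean of the target candidates was 0.27 under camera with an estimated inter-gene correlation too, but its adjusted p rose to 0.0761, above the threshold, in a range of 6.9e-04 to 0.0761 over its alternatives. The other 5 gene sets stayed on the same side of the threshold under every alternative.

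Among single genes, 9 changes were from called to not called, all for HMGA1, whose log2 fold change stayed between -0.22 and -0.11 with adjusted p from 0.0158 to 0.163 (edgeR, DESeq2 or limma), and 7 were from not called to called. CCDC85B passed without a filter (0.40, edgeR adjusted p = 0.0283) and without 1CT replicate 3 (0.46, edgeR adjusted p = 0.0325), in a range of adjusted p from 0.0283 to 0.279 over its alternatives. PTTG1 passed with library size only (0.19, edgeR adjusted p = 0.0484), in a range of 0.0484 to 0.323. OIP5-AS1 passed under 3 alternatives and TUG1 under 1. The median of the segment of chromosome 5 moved from -0.35 to -0.39 without 1CT-A replicate 2 and to -0.40 with the GC trend removed, more than the SD of 0.0277 over the library pairs and within their range of -0.40 to -0.31.

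Depth limits what can be said about low genes. AXIN2 has at most 9 counts in a library, and its lower bound for the rise was between 0.642 and 1.61 when each library was left out in turn, so that without 1CT-A replicate 1 no rise is visible. LGR5 and ASCL2 are at or under 3 counts in every library, and a difference in them was not detectable at this depth. NME2 has between 5 and 17 counts per library, and the files list far more reads under NME1-NME2, which overlaps it. The lower bounds of KRBOX1, TLR4, AXIN2 and TERT were computed again only with the other scalings and without 1 library at a time. KCNK12, IL18, TIMP3 and MBP have no value with at least 10 counts required in every library.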

Differences from the paper's values

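The paper's number of differentially expressed genes between 1CT and 1CT-A is 848, and the main fit gave 1676 at the thresholds that its methods state for this comparison, 1.98 times as many. The paper's results use the 848 genes as metaVIPER input. Its methods describe that input as genes that differ 1.5-fold between FG and SG, so the comparison behind 848 is not certain. Of the alternatives set before the data were examined, 4 gave a number within 1.5 times the paper's, namely 1009 genes with at least 10 counts in every library, 1134 with the per-gene two-tailed test named in the paper's methods run with equal variances, 943 with unequal variances, and 1064 on quantile-normalized values. The others did not, with 1321 genes for the per-gene test with a pseudocount of 0.1, 1565 with DESeq2, 1659 with library size only, 1673 with the replicate block, 1676 with DESeq2's size factors in edgeR, 1694 with limma-voom, 2188 without a filter, and 1625 to 1803 with each library left out in turn. No setting gave the paper's number itself, and keeping genes with a mean of at least 10 CPM, a setting chosen after seeing the values, gave 555. Of the other settings chosen after seeing the values, the per-gene test without a filter gave 1154, 1147 when TMM was left out too and 1085 on quantile-normalized values, which are within 1.5 times the paper's number, while upper-quartile normalization gave 1720, and removal of the GC trend gave 1589, or 1592 when the median was not set back.

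For the 8 tested genes of Supplementary Table S4, fold changes were between 0.979 and 0.986 times the paper's, and none of the 120 comparisons over all settings counted as a difference. AXIN2 was too low to be tested, and its lower bound of 1.15-fold is below the paper's 2.242. The legend of that table says that the genes other than APC and CCND1 are high in 1CT-A. Here CCNE1 (log2 fold change -0.48) and CDKN1A (-1.23) are lower in 1CT-A, and the paper's own fold changes in the table, 0.731 and 0.435, are below 1 as well. For CCNB1 the paper's table gives a p of 0.270, where edgeR's quasi-likelihood test gave an adjusted p of 8.8e-06 for a log2 fold change of 0.75, with every 1CT-A library above every 1CT library.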

Other observations

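The tests of the gene lists, of whole chromosomes, and of background and GC content for the falls and rises were written down before their results were seen, the test of normalization was chosen after, and setting the median back after the GC trend is removed was decided after the values without it were seen. The counts of other splits of the samples were planned as well.

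The 6 libraries can be divided into 2 groups of 3 in 10 ways, of which 4 part all 3 same-numbered pairs, the real one included. Of these 4, 1 gave as many genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, the real one, and 1 gave as many genes at the paper's thresholds, again the real one. The other 3 gave at most 2 genes at the paper's thresholds. For the number of gene sets past the threshold, 3 in the real split, 2 of the 4 splits gave as many. The remaining 6 splits part only 1 pair and gave at most 5 genes at the paper's thresholds and at most 4 gene sets. A design of 3 against 3 cannot bring such a share under 0.05. Each of the other splits mixes the cell lines unevenly, so it keeps part of their difference and adds the rest to the spread within groups. The few genes and the lists that pass there therefore do not measure what chance alone gives. Camera with its preset inter-gene correlation passed lists in such splits. With the correlation estimated from the libraries, the S phase and G2/M phase lists had a camera adjusted p of 0.00911 each in the real split.

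More genes fell than rose at the paper's thresholds, 1201 against 475, which is 71.7% falls. A background of reads in 1CT could produce falls among low genes, and among genes with a mean under 2 CPM 343 fell and 62 rose. Among genes with a mean of at least 10 CPM the share of falls was 57.5%, so falls still outnumbered rises there, but by less. The falls and rises were 539 and 177 from 2 to 10 CPM, 227 and 152 from 10 to 50 CPM, 64 and 67 from 50 to 200 CPM, and 28 and 17 above. At an adjusted p under 0.05 without a limit on the fold change, 2584 genes with a mean of at least 10 CPM rose and 1931 fell, so the direction there depends on the thresholds. Normalization moved the share without reversing it. With library size only, which is close to TMM here, 1137 genes fell and 522 rose, upper-quartile normalization gave 1297 and 423, and in the per-gene test quantile normalization lowered the share of falls from 72.4% to 61.5%. The log2 fold change correlates with GC content across genes, which are not independent replicates (Pearson's r = -0.12, Spearman's rho = -0.18 across 12242 genes), and 1138 genes fell and 451 rose after that trend was removed, or 966 and 626 when the median was not set back. The excess of falls is therefore not fully explained by any of these, and the part among low genes cannot be told apart from background.

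Genes chosen after their values were seen illustrate the same direction. With a mean of at least 2 CPM in 1CT and at most 3 counts in every 1CT-A library there are 87 genes, against 9 in the opposite direction. At 10 CPM the numbers are 8 (CADM3, EMB, IFI27, KRBOX1, PPP2R2B, TLR4, TSPAN7 and ZNF667-AS1) and 1 (C5orf66-AS1).

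The S phase and G2/M phase lists are higher in 1CT-A. A general shift of genes of similar expression was tested with random lists of the same size and mean expression, and 0 of 10000 reached the median of either list. GC content was tested in the same way after its trend was removed, and again 0 of 10000 did. The direction may therefore reflect more cycling cells in the 1CT-A cultures at harvest, a hypothesis that the bulk counts cannot separate from a difference in culture density, which was not tested.

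The 27 target candidates that the paper names for FG and SG have a mean log2 fold change of 0.27 in 1CT-A against 1CT, with 23 higher and 4 lower (camera, adjusted p = 0.0022, and 0.00172 with the replicate block, in a range of 6.9e-04 to 0.0761 over the alternatives). As fitted, 0.19% of 10000 random lists matched on expression reached their median, and 0.03% did after the GC trend was removed, so neither a general shift nor GC content accounts for it. In edgeR's quasi-likelihood test 13 candidates are higher, 3 are lower (NMRAL1 at -1.61, DRAP1 at -0.72 and ELOB at -0.54) and 11 are not called, and over the list alone 14 are higher and 3 lower. TFAP4 rose most, by a log2 fold change of 1.42. NME2 and NME1-NME2 overlap, and the value of NME2 is uncertain.

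CCDC85B, with 97, 72 and 93 counts in 1CT and 180, 159 and 154 in 1CT-A, has a log2 fold change of 0.36 (standard error 0.16, edgeR adjusted p = 0.0828 over all genes and 0.0663 over the candidates, and 0.36 with the block), and the libraries of the 2 lines overlap. PTTG1 has a log2 fold change of 0.16 (standard error 0.08, edgeR adjusted p = 0.102 over all genes and 0.0806 over the candidates, and 0.16 with the block), with the 1CT-A libraries above the 1CT libraries. Neither gene passes the threshold in the main fit, and some alternatives bring each below it.

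Of the transcription factors, 4 of the 7 FG regulon genes are higher in 1CT-A and 1 is lower (HMGA1 at -0.17, adjusted p = 0.0482, and 0.0874 with the block, so that this call is not stable), and 5 of the 9 SG regulon genes are higher, at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Over the SG list alone 2 are also lower. As sets they have means of 0.44 (camera, adjusted p = 0.141) and 0.49 (adjusted p = 0.108), and with the block 0.44 (0.126) and 0.50 (0.08). Of 10000 random lists matched on expression, 2.02% reached the median of the FG factors and 0.66% that of the SG factors, and 0.98% and 0.11% did after the GC trend was removed, shares that are not adjusted for the number of lists, so the 2 kinds of test differ on these sets. ARNTL2 (1.63), TFAP4 (1.42) and PPARG (1.22) have the largest log2 fold changes among them. Whether FG and SG factors differ from each other was not tested. Of 20 Wnt/β-catenin target genes, 12 could be tested, with a mean of 0.43 (camera, adjusted p = 0.82, and 0.755 with the block), 5 called higher and 4 lower, and 3.48% of random lists reached their median, or 13.0% after the GC trend was removed.

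For whole chromosomes, a loss of a copy was predicted to bring the median to between -0.5 and -1. Among the 23 chromosomes with at least 50 genes in the scan, chromosome 5 has the lowest median, -0.16 relative to all genes after the GC trend is removed (Benjamini-Hochberg adjusted permutation p = 0.024, from the smallest unadjusted p that 1000 shuffles of the genes can give), and the others lie between -0.06 and 0.06. Chromosome Y has a median of -0.94 over only 4 genes (adjusted permutation p = 0.024), too few to tell a shift of the chromosome from that of single genes. The shift of chromosome 5 is smaller than a loss of the whole chromosome was predicted to give, and its 188 genes before the step have a median of 0.03. A loss of the whole chromosome 5 therefore does not account for it, while a copy number difference of a part of chromosome 5 can be neither shown nor excluded.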
